# Bone protection by inhibition of microRNA-182

**DOI:** 10.1038/s41467-018-06446-0

**Published:** 2018-10-05

**Authors:** Kazuki Inoue, Zhonghao Deng, Yufan Chen, Eugenia Giannopoulou, Ren Xu, Shiaoching Gong, Matthew B. Greenblatt, Lingegowda S. Mangala, Gabriel Lopez-Berestein, David G. Kirsch, Anil K. Sood, Liang Zhao, Baohong Zhao

## Abstract

Targeting microRNAs recently shows significant therapeutic promise; however, such progress is underdeveloped in treatment of skeletal diseases with osteolysis, such as osteoporosis and rheumatoid arthritis (RA). Here, we identified miR-182 as a key osteoclastogenic regulator in bone homeostasis and diseases. Myeloid-specific deletion of miR-182 protects mice against excessive osteoclastogenesis and bone resorption in disease models of ovariectomy-induced osteoporosis and inflammatory arthritis. Pharmacological treatment of these diseases with miR-182 inhibitors completely suppresses pathologic bone erosion. Mechanistically, we identify protein kinase double-stranded RNA-dependent (PKR) as a new and essential miR-182 target that is a novel inhibitor of osteoclastogenesis via regulation of the endogenous interferon (IFN)-β-mediated autocrine feedback loop. The expression levels of miR-182, PKR, and IFN-β are altered in RA and are significantly correlated with the osteoclastogenic capacity of RA monocytes. Our findings reveal a previously unrecognized regulatory network mediated by miR-182-PKR-IFN-β axis in osteoclastogenesis, and highlight the therapeutic implications of miR-182 inhibition in osteoprotection.

## Abstract (web summary)

Osteoclasts mediate bone disruption in a number of degenerative bone diseases. Here, the authors show that miR-182 regulates osteoclastogenesis via PKR and IFN-beta signaling, is correlated with rheumatoid arthritis, and that its ablation or inhibition is protective against bone erosion in mouse models of osteoporosis or inflammatory arthritis.

## Introduction

Bone destruction is a major characteristic and severe consequence of multiple skeletal diseases, including osteoporosis and inflammatory arthritis, and significantly reduces the quality of life of these patients and increases their risk of disability. Osteoclasts are the sole specialized bone-resorbing cells, which play an indispensable role as an exclusive pathogenic factor in bone destruction associated diseases, such as rheumatoid arthritis (RA) and postmenopausal osteoporosis^1–6^. MicroRNAs (miRNAs) function as essential regulators of a variety of biological and pathological settings, and have recently gained increasing clinical attention as promising therapeutic targets or biomarkers^7–14^. Functional studies of miRNAs have shown promise in preclinical development and several clinical trials in cancer, metabolic and infectious diseases, highlighting miRNA-based therapeutics toward a new era for disease treatment^15–17^. Nonetheless, such progress in treatment of skeletal diseases has not been made. Although the investigation of the role of miRNAs in bone biology is expanding^18–21^, key miRNAs regulating osteoclastogenesis and their functions in bone diseases still remain underexplored.

miRNAs are evolutionarily conserved small noncoding RNAs consisting of ~22 nucleotides that are spliced from longer precursor transcripts. miRNAs target specific mRNAs via imperfect complementary binding but with a perfect base pairing between the miRNA “seed region” (nucleotides 2–7 of the miRNA), and the targeted sequences of mRNAs. miRNAs repress gene expression at the posttranscriptional level by promoting degradation and/or inhibiting translation of specific target mRNAs. The expression and function of miRNAs are highly specific to cell and tissue types and correlated with various stresses or disease settings^7,9–11,22,23^. The functional diversity of each miRNA appears to attribute to its targets and corresponding molecular networks in different scenarios. Our initial exploration of miRNAs involved in osteoclastogenesis showed that miR-182 is a new regulator in tumor necrosis factor (TNF)-induced inflammatory osteoclast differentiation in vitro^24^. The important function of miR-182 in cell growth, cell fate decision, cancer, and T lymphocyte expansion was just recently appreciated^25–34^. However, the role of miR-182 in vivo in physiological bone metabolism and pathological conditions such as that occur in osteoporosis and inflammatory arthritis has not yet been elucidated.

In this study, we identify miR-182 as a key positive regulator of osteoclastogenesis in both physiological and disease conditions and provide new mechanisms for the regulation of osteoclastogenesis driven by the miR-182-PKR-IFN-β axis. Targeting miR-182 and its downstream targets may represent an attractive alternative or complementary therapeutic approach to prevent pathologic bone destruction.

## Results

### miR-182 regulates osteoclastogenesis and bone homeostasis

We first examined the expression levels of miR-182 during osteoclastogenesis using bone marrow-derived macrophages (BMMs) as primary osteoclast precursors. In response to the master osteoclastogenic inducer RANKL, miR-182 expression was increased during a time course of osteoclast differentiation (Fig. 1a). We next applied complementary genetic approaches and generated osteoclastic miR-182 knockout and transgenic mice. We deleted *Mir182* specifically in myeloid lineage osteoclast precursors by crossing *Mir182*^*flox/flox*^ mice^30^ with *LysMcre* mice, which express Cre under the control of the myeloid-specific lysozyme M promoter, to generate *Mir182*^*flox/flox*^*LysMcre*(+) (hereafter referred to as *Mir182*^*ΔM/ΔM*^). Their littermates with a *Mir182*^*+/+*^*LysMcre*(+) genotype (hereafter referred to as wild type (WT)) are used as the controls. As a complementary genetic approach, we generated myeloid lineage osteoclast precursor conditional *Mir182* transgenic (*Mir182*^*mTg*^) mice by crossing *LysMcre* mice with LoxP-STOP-LoxP (LSL)–miR-182 mice^30^. The littermate *LysMcre* mice were used as the Control. Compared to the WT cell cultures, miR-182 deficiency in the *Mir182*^*ΔM/ΔM*^ BMM cultures strikingly inhibited TRAP-positive multinucleated osteoclast formation induced by RANKL (Fig. 1b). Inhibition of osteoclastogenesis by miR-182 deficiency was also observed in the presence of RANKL with different concentrations (Supplementary Fig. 1). In parallel with suppressed generation of TRAP-positive polykaryons, the expression of the key osteoclastogenic transcription factors *Nfatc1* (encoding NFATc1) and *Prdm1* (encoding Blimp1) as well as osteoclast marker genes *Acp5* (encoding TRAP), *Ctsk* (encoding cathepsin K) and *Itgb3* (encoding β3 integrin) was dramatically decreased in RANKL-treated *Mir182*^*ΔM/ΔM*^ cells relative to the WT control cells (Fig. 1c). Conversely, overexpression of miR-182 in BMMs derived from *Mir182*^*mTg*^ mice significantly augmented the osteoclastogenic program indicated by TRAP-positive osteoclast differentiation and corresponding osteoclastic gene expression compared with the control cell cultures (Supplementary Fig. 2a–d). Human miR-182 was also induced by RANKL during osteoclastogenesis using CD14-positive peripheral blood mononuclear cells (PBMCs)-derived human osteoclast precursors (Fig. 1d). Downregulation of miR-182 by a specific inhibitor in human osteoclast precursors resulted in significantly decreased osteoclastogenesis (Fig. 1e) and the osteoclastic gene expressions of NFATC1, PRDM1, CALCR (encoding calcitonin receptor), and ITGB3 (Fig. 1f). These results indicate that miR-182 is an important positive regulator promoting osteoclastogenesis. The osteoclastogenic function of miR-182 is conserved in human cells.

**Fig. 1:**
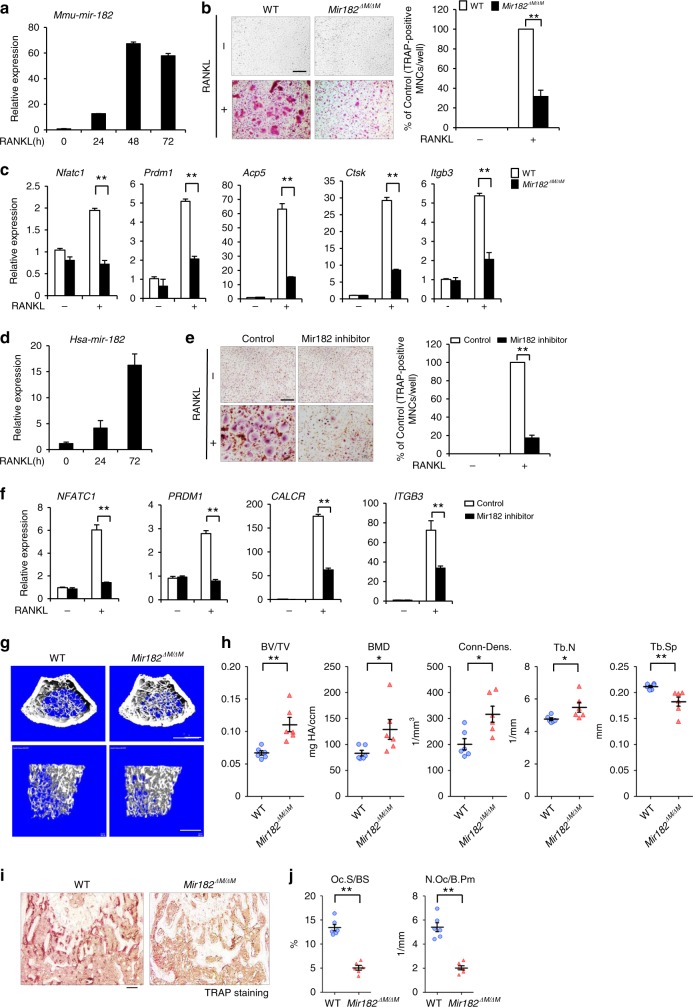
miR-182 is a key positive regulator of osteoclastogenesis and bone homeostasis. **a** Mature mouse miR-182 (*mmu-mir-182*) expression during RANKL-induced osteoclastogenesis. **b** Osteoclast differentiation using BMMs derived from WT and *Mir182*^*ΔM/ΔM*^ mice stimulated with RANKL for three days. TRAP staining (left panel) was performed and the area of TRAP-positive MNCs (≥3 nuclei/cell) per well relative to the WT control was calculated (right panel). TRAP-positive cells appear red in the photographs. **c** Quantitative real-time PCR analysis of mRNA expression of *Nfatc1* (encoding NFATc1), *Prdm1* (encoding Blimp1), *Acp5* (encoding TRAP), *Ctsk* (encoding cathepsin K), and *Itgb3* (encoding β3 integrin) during osteoclastogenesis using BMMs from the WT and *Mir182*^*ΔM/ΔM*^ mice treated with or without RANKL for 5 days. **d** Mature human miR-182 (*hsa-mir-182*) expression during RANKL-induced human osteoclastogenesis using human CD14(+) PBMCs as osteoclast precursors. **e** Human osteoclast differentiation induced by RANKL for three days using human CD14(+) monocytes that were transfected with the control or miR-182 Inhibitor. TRAP staining (left panel) was performed and the area of TRAP-positive MNCs (≥3 nuclei/cell) per well relative to the Control was calculated (right panel). TRAP-positive cells appear red in the photographs. **f** Quantitative real-time PCR analysis of mRNA expression of *NFATc1*, *PRDM1*, *CALCR* (encoding calcitonin receptor), and *ITGB3* from 3 day-RANKL-stimulated human CD14(+) monocytes transfected with the control or miR-182 inhibitor. **g** μCT images and **h** bone morphometric analysis of trabecular bone of the distal femurs isolated from 10-week-old littermate male WT and *Mir182*^*ΔM/ΔM*^ mice (*n* = 6/group). **i** TRAP staining and **j** histomorphometric analysis of histological sections obtained from the metaphysis region of distal femurs of 10-week-old male WT and *Mir182*^*ΔM*/*ΔM*^ mice. BV/TV, bone volume per tissue volume; BMD, bone mineral density; Conn-Dens., connectivity density; Tb.N, trabecular number; Tb.Sp, trabecular separation; Oc.S/BS, osteoclast surface per bone surface; N.Oc/B.Pm, number of osteoclasts per bone perimeter. **b**, **c**, **e**, **f**, **h**, **j** ^*^p < 0.05; ^**^p < 0.01 by Student’s *t* test. Error bars: **a**–**f** Data are mean ± SD. **h**, **j** Data are mean ± SEM. Scale bars: **b**, **e** 200 µm; **g** 500 µm; **i** 100 µm

We next analyzed the bone phenotype of the osteoclastic miR-182 knockout and transgenic mice. Microcomputed tomographic (μCT) analyses showed that *Mir182*^*ΔM/ΔM*^ mice exhibited a strong osteopetrotic phenotype indicated by markedly increased bone mass (Fig. 1g, h), trabecular bone volume, bone mineral density (BMD), connectivity density (Conn-Dens.), trabecular bone number, and decreased trabecular bone spacing compared to WT littermate control mice (Fig. 1h). The cortical bone thickness was not altered by osteoclastic miR-182 deficiency (Supplementary Fig. 3a). In contrast, *Mir182*^*mTg*^ mice showed an osteoporotic bone phenotype accompanied by decreased bone mass (Supplementary Fig. 4a), trabecular bone volume, bone mineral density, connectivity density, trabecular bone number, and increased trabecular bone spacing compared to their corresponding littermate controls (Supplementary Fig. 4b). Furthermore, miR-182 affects osteoclast formation in vivo evidenced by lower osteoclast numbers and smaller osteoclast surface areas observed in the *Mir182*^*ΔM/ΔM*^ mice than in the WT controls (Fig. 1i, j). On the other hand, osteoclastic deficiency of miR-182 does not affect bone formation rate, osteoblast numbers and osteoblast surfaces (Supplementary Fig. 3b, c). Taken together of the complementary bone phenotypes of osteoclastic miR-182 knockout and transgenic mice as well as the impact of miR-182 on osteoclastogenesis, these data demonstrate that miR-182 is a key osteoclastogenic regulator and plays an essential role in the maintenance of bone homeostasis.

### miR-182 plays a crucial role in pathological bone loss

We next turned to investigate the significance of miR-182 in pathological bone loss. With the consideration that the common bone diseases associated with bone loss are osteoporosis and inflammatory arthritis, we developed the ovariectomy (OVX) model in *Mir182*^*ΔM/ΔM*^ mice to study the role of miR-182 in estrogen deficiency induced osteoporosis, which mimics postmenopausal bone loss, and an inflammatory arthritis model to study the role of miR-182 in inflammatory bone resorption.

In the OVX-induced osteoporosis model, in order to assess the success of the OVX, uterine weight was measured 5 weeks after surgery. The uterine weight was decreased approximately 75% in OVX groups compared with the sham groups (Fig. 2a), indicating effective estrogen depletion. As expected in the WT mice, OVX significantly reduced bone mass indicated by almost 50% decrease of BV/TV, BMD and Conn-Dens. and 25% decrease of trabecular number, and about 30% increase of trabecular spacing compared with the sham group (Fig. 2b, c columns 1 vs. 2) revealed by the μCT analysis. Strikingly, the bone mass in *Mir182*^*ΔM/ΔM*^ mice was not decreased by OVX (Fig. 2b, c columns 3 vs. 4), indicating that miR-182 deficiency completely protected *Mir182*^*ΔM/ΔM*^ mice against OVX-induced bone loss (Fig. 2b, c columns 3 vs. 4). Notably, this protection is not attributed to the higher basal bone volume in *Mir182*^*ΔM/ΔM*^ mice than the WT mice, but because miR-182 deficiency counteracts the bone loss induced by OVX in *Mir182*^*ΔM/ΔM*^ mice (Fig. 2b, c columns 3 vs. 4). Bone histomorphometric analysis further showed significantly larger osteoclast numbers and surfaces in the WT OVX group than the sham group (Fig. 2d, e columns 1 vs. 2). In contrast, OVX failed to stimulate pathologic osteoclastogenesis in *Mir182*^*ΔM/ΔM*^ mice (Fig. 2d columns 3 vs. 4) and the osteoclastic parameters, including osteoclast numbers and surfaces, remained comparable between the sham and OVX of *Mir182*^*ΔM/ΔM*^ mice (Fig. 2e columns 3 vs. 4). Osteoclastic miR-182 deficiency did not affect cortical thickness, bone formation rate, osteoblast numbers, and osteoblast surfaces in the sham or OVX mice (Supplementary Fig. 5a–c). These results indicate that osteoclastic deletion of miR-182 appears to enable osteoclast lineage cells to become “tolerant” to environmental osteoclastogenic stimuli, such as OVX, thereby preventing pathologic bone loss.

**Fig. 2:**
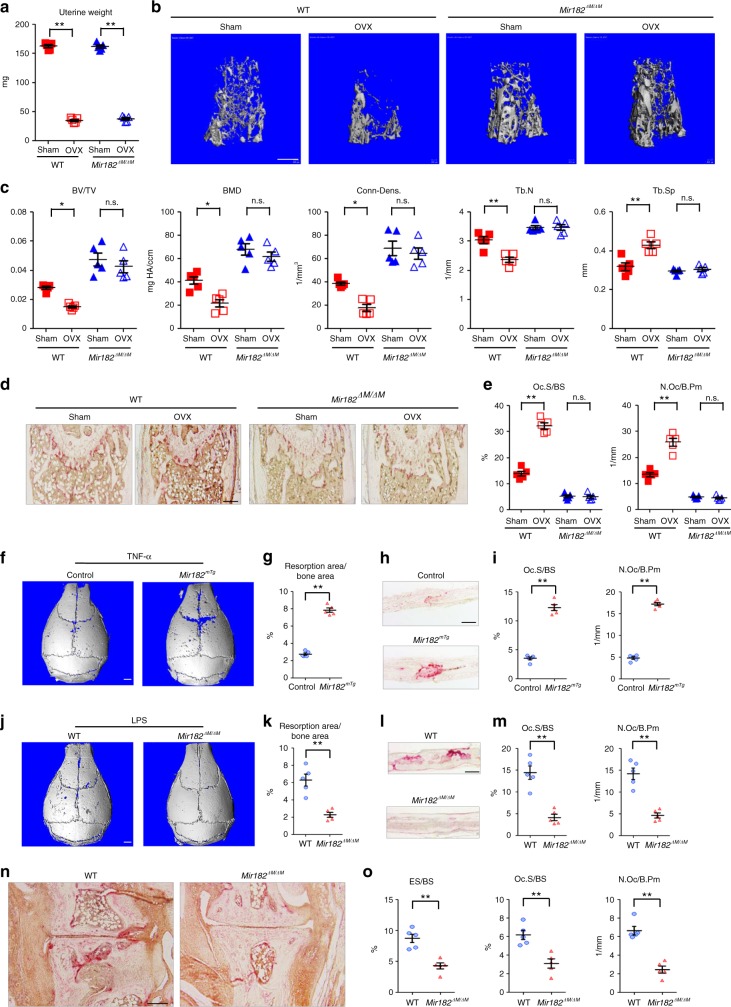
miR-182 deficiency protects mice from pathologic bone loss induced by OVX or inflammatory arthritis. **a**–**e** 10-week-old female WT and *Mir182*^*ΔM/ΔM*^ mice were subjected to OVX or sham surgery and analyzed 5 weeks after surgery. **a** Uterine weight, **b** μCT images, and **c** bone morphometric analysis of trabecular bone of the distal femurs isolated from the WT and *Mir182*^*ΔM/ΔM*^ mice with sham or OVX surgery (*n* = 5/group). **d** TRAP staining and **e** histomorphometric analysis of histological sections obtained from the metaphysis region of distal femurs isolated from the indicated mice. BV/TV, bone volume per tissue volume; BMD, bone mineral density; Conn-Dens., connectivity density; Tb.N, trabecular number; Tb.Sp, trabecular separation; Oc.S/BS, osteoclast surface per bone surface; N.Oc/B.Pm, number of osteoclasts per bone perimeter. **f**–**i** TNF-induced supracalvarial osteolysis model. **f** μCT images of the surface of whole calvaria. **g** quantification of the resorption area of the calvaria. **h** TRAP staining of calvarial histological sections and **i** histomorphometric analysis of calvarial slices obtained from the Control and *Mir182*^*mTg*^ mice after the application of TNF-α daily for five days to the calvarial periosteum. *n* = 5 per group. **j**–**m** LPS-induced supracalvarial osteolysis model. **j** μCT images of the surface of whole calvaria, **k** quantification of the resorption area of the calvaria, **l** TRAP staining of calvarial histological sections, and **m** histomorphometric analysis of calvarial slices obtained from the WT and *Mir182*^*ΔM/ΔM*^ mice five days after the application of LPS to the calvarial periosteum. *n* = 5 per group. **n** TRAP staining of histological sections of tarsal joints and **o** histomorphometric analysis of the tarsal joint sections obtained from the indicated mice that developed K/BxN serum-induced arthritis. ES/BS, erosion surface per bone surface; Oc.S/BS, osteoclast surface per bone surface; N.Oc/B.Pm, number of osteoclasts per bone perimeter. **a**, **c**, **e** ^*^p < 0.05; ^**^p < 0.01; n.s. not statistically significant by two-way ANOVA. **g**, **i**, **k**, **m**, **o** ^**^p < 0.01 by Student’s *t* test. Error bars: data are mean ± SEM. Scale bars: **b** 500 µm; **d, h, l, n** 200 µm; **f**, **j** 1.0 mm

In inflammatory settings, osteoclast precursors are generally influenced by both RANKL and inflammatory cytokines, such as TNF-α, which promotes osteoclast formation by priming osteoclast precursors or acting in synergy with RANKL^35–41^. We found that miR-182 deficiency dramatically repressed osteoclast formation in the TNF-α or RANKL priming conditions (Supplementary Fig. 6), suggesting a positive regulatory role of miR-182 in osteoclastogenesis and bone resorption under inflammatory conditions. To further test this hypothesis in vivo, we first used a well-established inflammatory calvarial osteolysis mouse model induced by TNF-α or lipopolysaccharides (LPS)^42–46^. Phosphate buffered saline (PBS) injection as a negative control did not induce resorptive pit formation on the calvarial bone surfaces (data not shown). Administration of TNF-α to the *Mir182*^*mTg*^ calvarial periosteum resulted in significantly enhanced erosions, identifiable by μCT analysis of the resorptive pits formed on the calvarial bone surface (Fig. 2f, g), and markedly increased osteoclast formation shown in the histological slices of the calvarial bones compared to the control mice(Fig. 2h, i). In the LPS-induced inflammatory bone resorption model, deletion of miR-182 in the *Mir182*^*ΔM/ΔM*^ mice almost completely inhibited LPS-induced extensive bone destruction and osteoclast formation as observed in the WT calvarial bones (Fig. 2j–m). Next, we tested the role of miR-182 in a more pathologically relevant model that mimics human diseases with characteristics of inflammatory bone destruction. To do this, we chose K/BxN serum-induced arthritis model^47^, which has been widely used to study inflammatory peri-articular bone erosion induced by the inflammatory cytokines in the serum. This model can bypass the need to induce autoimmunity and thus allows investigation of inflammatory bone resorption during the inflammatory effector phase of arthritis. Deficiency of miR-182 in the *Mir182*^*ΔM/ΔM*^ mice resulted in striking suppression of peri-articular bone erosion, osteoclast numbers and surfaces in resorption sites (Fig. 2n, o) of the tarsal joints in the inflammatory arthritis model when compared with the WT control mice. The clinical course of inflammatory arthritis indicated by the joint swelling was not diminished during the 10 day course except for bone erosion in *Mir182*^*ΔM/ΔM*^ mice (Supplementary Fig. 7), indicating that miR-182 does not significantly impact inflammation in this model but prominently affects osteoclast formation and bone erosion.

### Inhibition of miR-182 has therapeutic significance

Our genetic evidence inspired us to test the efficacy of therapeutic targeting of miR-182 to prevent bone loss for translational implications. To provide a proof of concept experiment to test this hypothesis, we chose nanoparticles as an effective and feasible in vivo delivery method for an miR-182 inhibitor^24^, which has been validated to specifically target miR-182. Chitosan (CH) has been extensively used as drug delivery vehicles for small nucleotide oligos in preclinical studies^15,20,48–50^. Prompted by the recent work using CH-nanoparticles to effectively deliver small miRNAs in vivo to successfully target osteoclasts^20^, we used the same optimized packaging formula, in which the small RNA oligos have the highest bio-distribution in bone marrow and target osteoclast lineage efficiently^20^. In vivo injection of CH-nanoparticles did not alter mouse body weight and bone mass (Supplementary Fig. 8a–d), indicating the absence of obvious toxicity or effects on bone from CH-nanoparticles per se.

In the OVX-induced osteoporosis model developed in the C57BL/6 mice, successful OVX was first validated by the uterine atrophy in all OVX mice (Fig. 3a). Severe osteoporosis was developed in the OVX mice injected with the CH-nanoparticles containing the corresponding control RNA oligos 5 weeks after surgery (Fig. 3b, c, columns 1 vs. 3). Strikingly, μCT analysis revealed that treatment with CH-nanoparticles containing miR-182 inhibitor oligos prevented the OVX-induced bone loss (Fig. 3b, columns 3 vs. 4; 2 vs. 4), assessed by the bone mass parameters BV/TV, BMD, Tb.N, Tb.Th, and Tb.Sp, to a similar level relative to the sham groups (Fig. 3c, columns 3 vs. 4; 2 vs. 4). In the sham groups, CH-nanoparticles containing miR-182 inhibitors did not affect basal bone mass during the treatment period (Fig. 3b, c, columns 1 vs. 2). Moreover, CH-nanoparticles containing miR-182 inhibitors drastically suppressed OVX-induced excessive osteoclast formation (Fig. 3d, e). The osteoclast numbers and surfaces in the mice treated with CH-nanoparticles containing miR-182 inhibitors were similar between the sham and OVX groups (Fig. 3d, e). In addition, CH-nanoparticles containing miR-182 inhibitors did not affect cortical thickness, bone formation rate, osteoblast numbers and osteoblast surfaces in the OVX model (Supplementary Fig. 9a–c). Thus, inhibition of miR-182 implies an effective strategy in preventing bone loss induced by estrogen deficiency.

**Fig. 3:**
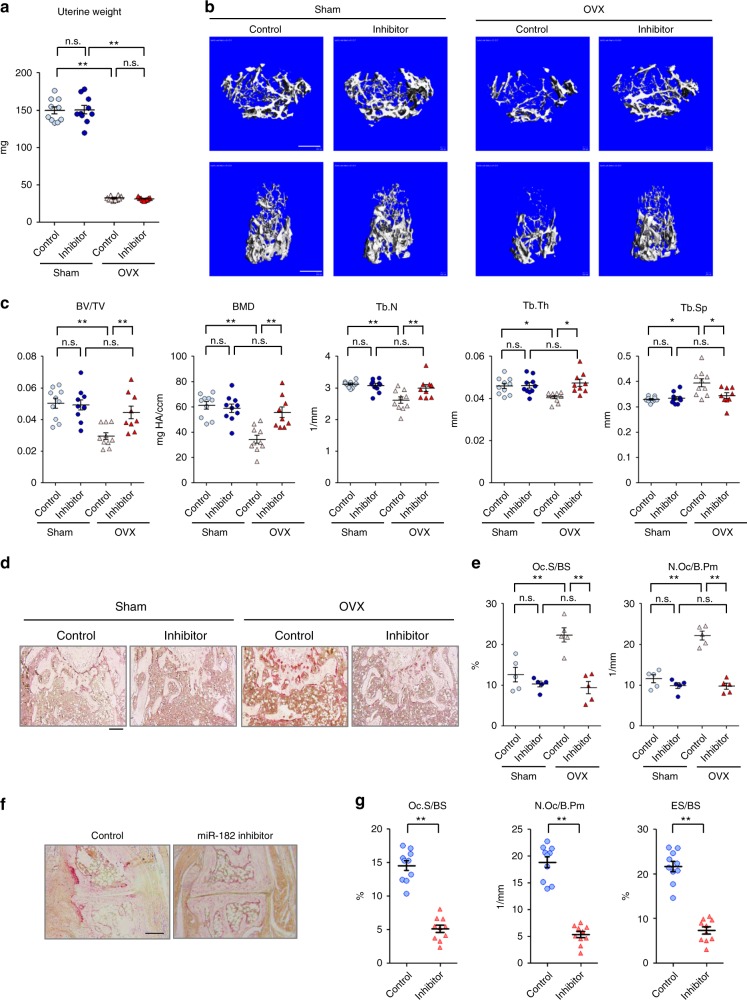
Pharmacological inhibition of miR-182 suppresses pathologic bone resorption in disease models. **a**–**e** OVX or sham operation was performed on 10-week-old female C57BL/6 mice. Three days after surgery, the OVX and sham mice were treated with Control or miR182 inhibitor-carrying CH-nanoparticles (*n* = 10 in the groups of Sham-control, Sham-miR-182 Inhibitor and OVX-control, and *n* = 9 in the group of OVX-miR-182 Inhibitor) at 5 μg per mouse twice a week for 5 weeks. **a** Uterine weight, **b** μCT images, and **c** bone morphometric analysis of trabecular bone of the distal femurs isolated from each group. **d** TRAP staining and **e** histomorphometric analysis of histological sections obtained from the metaphysis region of distal femurs isolated from the indicated mice. *n* = 5 per group. **f**–**g** Inflammatory arthritis was induced by intraperitoneal injection of 100 µl of K/BxN serum to the mice on days 0 and 2. Control or miR182 inhibitor-carrying CH-nanoparticles were delivered by intravenous injections at 5 μg on day 2, 4, 6, and 8. Mice were sacrificed on day 10. **f** TRAP staining and **g** histomorphometric analysis of histological sections of tarsal joints obtained from each group (*n* = 10 per group). BV/TV, bone volume per tissue volume; BMD, bone mineral density; Tb.N, trabecular number; Tb.Th, trabecular thickness; Tb.Sp, trabecular separation; Oc.S/BS, osteoclast surface per bone surface; N.Oc/B.Pm, number of osteoclasts per bone perimeter; ES/BS, erosion surface per bone surface. **a**, **c**, **e** ^*^p < 0.05; ^**^p < 0.01; n.s., not statistically significant by two-way ANOVA. **g** ^**^p < 0.01 by Student’s *t* test. Error bars: data are mean ± SEM. Scale bars: **b** 500 µm; **d**, **f** 200 µm

Compared with the CH-nanoparticles containing the control RNA oligos, treatment of the mice with the CH-nanoparticles containing miR-182 inhibitor oligos starting from the early stage of inflammatory arthritis drastically suppressed osteoclast formation indicated by nearly 70% decrease in osteoclast numbers and 64% decrease in osteoclast surface areas, and as a consequence effectively alleviated approximately 67% of inflammatory arthritic bone resorption (Fig. 3f, g). Similarly as *Mir182*^*ΔM/ΔM*^ mice, the CH-nanoparticles containing miR-182 inhibitor oligos did not prominently affect joint swelling (Supplementary Fig. 10), indicating that miR-182 inhibition does not significantly suppress immune response in this arthritis model. Thus, inhibition of miR-182 could serve as a promising complementary approach to control excessive osteoclastogenesis and bone loss in inflammatory settings while minimizing undesired side effects on immune suppression.

Taken together of both of the genetic and pharmacological evidence, miR-182 plays a prominent role in promoting osteoclastic bone resorption in pathological conditions. Inhibition of miR-182 reveals its therapeutic benefits against pathologic bone loss, such as that occurs in osteoporosis and inflammatory arthritis.

### miR-182 suppresses autocrine IFN-β pathway by targeting PKR

We next sought to investigate the mechanisms by which miR-182 functions as an osteoclastogenic regulator. To address this question, we first performed gene expression profiling using high-throughput sequencing of RNAs (RNA-seq) with the WT control and *Mir182*^*ΔM/ΔM*^ osteoclast precursors at baseline and after RANKL stimulation to identify genes regulated by miR-182 during osteoclastogenesis. 

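The RNA-seq data of the loss of function experiment came from BMMs, the bone marrow-derived macrophages that serve as osteoclast precursors. Bone marrow cells of WT mice and of *Mir182* ΔM/ΔM mice, which lack miR-182 in myeloid cells, were grown with M-CSF at 20 ng per ml for 3 days. M-CSF is the growth factor that keeps macrophages alive and dividing. The cells then received no RANKL (basal) or RANKL, the cytokine that drives osteoclast differentiation, at 40 ng per ml for 5 days. Each of the 4 conditions had 2 replicates, which makes 8 libraries. According to the methods, poly-A+ RNA was sequenced, reads were aligned to the mouse genome build mm10 with TopHat or HISAT2, and reads per gene were counted with HT-seq. Which sample was aligned with which program is not stated in the text. The sample labels give poly-A RNA as the starting molecule of replicate 1 and total RNA as that of replicate 2, while the protocol text of both describes poly-A selection.

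For each sample the authors deposited the CPM of 24421 genes, that is, the counts scaled to 1000000 reads on the listed genes, calculated with edgeR. For replicate 1 they also deposited RPKM, which in these files equals the CPM divided by a fixed length per gene. Each CPM column sums to 1000000, so the values hold no correction for differences in RNA composition between samples. Of the gene names, 27 had been turned into dates and could not be matched to a gene. Every CPM value is a whole multiple of the value of 1 read, which lay between 0.0306 and 0.0401 CPM, so the number of reads counted on genes can be read from the files. It was 32708389 and 24951280 in the replicates of WT basal and 25058985 and 27787372 in WT RANKL. It was 27026481 and 26799667 in *Mir182* ΔM/ΔM basal and 30445668 and 25414004 in *Mir182* ΔM/ΔM RANKL. The smallest value that such a depth shows with some certainty, 3 reads, is 0.0917 to 0.120 CPM.

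The plan for deposited CPM was limma, so differences were tested on log2(CPM + 1) with limma, in one fit over the 8 samples and their 4 conditions. The read numbers recovered from the CPM were not tested with edgeR, the program that the paper used. The fit covered the 11691 genes with at least 1 CPM in at least 2 samples. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 were counted. Log2 fold changes are on the log2(CPM + 1) scale and understate the change of genes with few reads. Gene positions are from the GENCODE vM21 annotation of the same genome build.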

In this study, two biological RNA-seq replicates were performed for each condition followed by Pearson correlation analysis to assess the reproducibility of RNA-seq data. 

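The replicate numbers were taken from the sample labels, and whether they pair the samples was checked from the values. In each condition the log2 ratio of replicate 2 to replicate 1 was taken for every gene, and these ratios were compared between conditions. Across genes, the ratios of any pair of the 4 conditions correlated with Pearson's r between 0.690 and 0.754. Genes are not independent replicates, so these correlations carry no p-value. Samples with the same number therefore deviated together, and replicates 1 and 2 form separate batches of libraries, each holding every condition. The ribosomal RNA precursor gene *Rn45s* shows the batch difference. Its level in the WT basal samples was 1175.54 CPM in replicate 1 and 21273.4 CPM in replicate 2. Over the 6 conditions of both RNA-seq experiments, its ratio of replicate 2 to replicate 1 lay between 10.8 and 18.8. The replicates were not the same library deposited again, since the mean chi-square per gene between replicates of a condition lay between 32.5 and 51.2 over these 6 conditions, against 1 for sampling noise. Leaving this batch difference in the error makes the tests less sensitive. With the replicate number as a block in the limma fit, 1000 genes were higher in *Mir182* ΔM/ΔM than in WT BMMs at baseline by at least 1.2-fold, against 317 genes without the block. The paper calls the replicates independent and biological, and the values cannot decide whether they came from separate cultures. If they did not, p-values with the block measure the variation between libraries and not between mice.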

As shown in Supplementary Fig. 11, the gene expression values of the two independent biological RNA-seq replicates are highly correlated for each condition with Pearson’s *R* ≥ 0.986, indicating a markedly high reproducibility between these replicates for each condition. 

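Pearson's correlation between replicates was computed over all 24421 genes on log2(CPM + 1). It was 0.998099 for WT basal, 0.998259 for WT RANKL, 0.998406 for *Mir182* ΔM/ΔM basal and 0.998349 for *Mir182* ΔM/ΔM RANKL. The Control and *Mir182* mTg BMMs of the gain of function experiment, whose counts were turned into CPM for this purpose, gave 0.998288 and 0.998532. These correlations are across genes within a pair of samples, and they depend on the scale. On the linear CPM scale, where a few genes with the most reads carry the correlation, the lowest value was 0.852671, in WT RANKL. With only the genes at 1 CPM or more in both replicates, the lowest value on the log2 scale was 0.992803, in WT basal. Spearman's rank correlation over all genes was lowest in WT basal as well, at 0.977671. The paper takes the high correlation of each pair of replicates as evidence of the reproducibility of the RNA-seq data.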

We then analyzed the RNA-seq data using these replicates. 

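Of the 11691 genes tested, 841 were at least 1.5-fold higher in *Mir182* ΔM/ΔM than in WT cells after RANKL with an adjusted p-value under 0.05 from limma, and 1768 were at least 1.5-fold lower. Without RANKL the genotypes differed in fewer genes. At baseline 317 genes were at least 1.2-fold higher in *Mir182* ΔM/ΔM BMMs and 129 were at least 1.2-fold lower. RANKL raised 4741 genes and lowered 2571 genes in WT cells, counted by adjusted p-value alone. In *Mir182* ΔM/ΔM cells it raised 3555 genes and lowered 3081 genes. Which direction held more genes depended on the scaling of the CPM. Division by TMM factors, chosen after seeing the data, gave 3333 raised and 3580 lowered in WT cells. In *Mir182* ΔM/ΔM cells it gave 3275 raised and 3408 lowered. Quantile normalization also gave more genes lowered than raised in both genotypes. A test of whether the response to RANKL itself differed between the genotypes, the interaction term of the main fit, passed for 2875 genes. With the replicate number as a block, 6889 genes passed the interaction test, and the genes higher in *Mir182* ΔM/ΔM cells at baseline rose from 317 to 1000. The comparison at baseline also depended on each sample, since leaving out one of the 8 samples at a time gave between 69 and 212 genes higher in *Mir182* ΔM/ΔM BMMs.

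The 3 genes at each end of the comparison after RANKL, among genes past both cuts that changed the same way in both replicates and reached at least 5 CPM, give the size of the differences. After RANKL the largest increases in *Mir182* ΔM/ΔM cells were in *Slfn4* (1.536 ± 0.0854 CPM in WT and 193.6 ± 32 CPM in *Mir182* ΔM/ΔM cells, SD, n = 2 each), *Ifi202b* (1.045 ± 0.103 and 147.4 ± 6.96 CPM) and *Ly6a* (3.13 ± 0.307 and 288.3 ± 55.9 CPM). Their log2 fold changes were 6.25, 6.18 and 6.12, with limma adjusted p-values of 3.8e-07, 3.5e-07 and 3.0e-06. The largest decreases were in *Lyz2* (4203 ± 121 CPM in WT and 23.24 ± 1.04 CPM in *Mir182* ΔM/ΔM cells), *Cyp2s1* (101.4 ± 6.39 and 5.76 ± 0.355 CPM) and *Padi2* (169.2 ± 9.73 and 10.28 ± 1.35 CPM). Their log2 fold changes were −7.44, −3.92 and −3.92. With a pseudocount of 0.1 in place of 1, that of *Ifi202b* became 7.01. *Lyz2* was at 41.86 CPM in WT basal and 32.88 CPM in *Mir182* ΔM/ΔM basal samples, and *Ifi202b* at 102.6 and 91.57 CPM. In both genes the WT RANKL samples thus stood apart from the other loss of function conditions. Their differences after RANKL may come from the mice of the WT RANKL samples and not from miR-182.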

RNA-seq-based expression heatmap of osteoclastic genes regulated by miR-182 showed that the lack of miR-182 significantly suppressed the expression of osteoclastogenic regulators, such as NFATc1 and Prdm1, and osteoclast marker genes, such as TRAP, cathepsin K, OCSTAMP, DCSTAMP, and Atp6v0d2 (Fig. 4a). 

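All 12 genes shown in Fig. 4a were lower in *Mir182* ΔM/ΔM than in WT cells after RANKL, each with an adjusted p-value under 0.05 from limma. Their mean log2 fold change was −2.15, from −2.95 in *Car2* to −0.672 in *Traf6*, and the largest adjusted p-value was 0.00801, in *Mmp9*. The paper shows these genes as regulated by miR-182 deficiency in the same samples, so their shared direction is not independent evidence. *Itgb3*, an osteoclast marker that the paper measured by qPCR, is not among the 12. It was higher in *Mir182* ΔM/ΔM than in WT cells after RANKL, and *Calcr* was at nearly the same level in both. *Nfatc1*, which encodes NFATc1, lies on chromosome 18 from 80606205 to 80713071 on the minus strand. It was at 584.9 ± 87.7 CPM (SD, n = 2) in WT and 111.5 ± 15.5 CPM in *Mir182* ΔM/ΔM cells after RANKL, a log2 fold change of −2.38 (standard error 0.15, limma adjusted p = 2.4e-05). *Prdm1*, on chromosome 10 from 44437177 to 44528501 on the minus strand, was at 172.3 ± 9.26 CPM in WT and 27.51 ± 2.34 CPM in *Mir182* ΔM/ΔM cells, a log2 fold change of −2.61 (standard error 0.12, limma adjusted p = 7.5e-06).

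The marker genes fell by a similar amount. *Acp5*, which encodes TRAP and lies on chromosome 9 from 22126727 to 22135711 on the minus strand, was at 2330 ± 192 CPM in WT and 531.2 ± 30.2 CPM in *Mir182* ΔM/ΔM cells, a log2 fold change of −2.13 (limma adjusted p = 8.5e-05). *Ctsk*, the gene of cathepsin K on chromosome 3 from 95499256 to 95509362 on the plus strand, was at 1870 ± 130 and 519.5 ± 38.3 CPM, a log2 fold change of −1.85 (limma adjusted p = 6.1e-05). *Ocstamp*, on chromosome 2 from 165393760 to 165400405 on the minus strand, was at 107 ± 14.9 and 22.49 ± 0.359 CPM, with a log2 fold change of −2.19. *Dcstamp*, on chromosome 15 from 39745930 to 39760938 on the plus strand, was at 186 ± 34.2 and 32.28 ± 6.44 CPM, with a log2 fold change of −2.49. *Atp6v0d2*, on chromosome 4 from 19876841 to 19922605 on the minus strand, was at 635.5 ± 117 and 107 ± 16 CPM, with a log2 fold change of −2.56. For each of these 7 genes the lower replicate in WT cells was above the higher replicate in *Mir182* ΔM/ΔM cells. All 12 genes also passed with the replicate number as a block, with a largest adjusted p-value of 2.1e-09. The stricter filter of at least 1 CPM in every sample removed 4 of the 12 genes, which are near 0 without RANKL, and left 8 genes that all passed. From these decreases the paper concludes that the lack of miR-182 suppressed the expression of osteoclastogenic regulators and of osteoclast marker genes.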

These RNA-seq data are in alignment with our findings on the suppressed osteoclastogenesis phenotype resulted from miR-182 deficiency (Fig. 1). 

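The same 12 genes were compared by their response to RANKL in each genotype. RANKL raised all 12 in WT cells, with a mean log2 fold change of 5.98 between RANKL and baseline. In *Mir182* ΔM/ΔM cells it raised 11 of them, with a mean log2 fold change of 3.78, and *Traf6* was lower after RANKL than at baseline (log2 fold change −0.31). At baseline none of the 12 genes differed between the genotypes by the adjusted p-value without the replicate block, and their mean log2 fold change was 0.0485. With the block *Ctsk* was higher (log2 fold change 0.43, limma adjusted p = 4.4e-04) and *Prdm1* lower (−0.32, limma adjusted p = 5.3e-04) in *Mir182* ΔM/ΔM BMMs. The interaction term of the limma fit, which tests the difference between the responses, was negative for all 12 genes, with a mean of −2.20 and a largest adjusted p-value of 0.0364. Part of this shared direction is built in, since the paper shows the 12 genes as regulated by miR-182 deficiency. *Nfatc1* rose from 97.96 ± 8.51 CPM (SD, n = 2) at baseline to 584.9 ± 87.7 CPM after RANKL in WT cells. In *Mir182* ΔM/ΔM cells it was at 98.43 ± 11.4 CPM at baseline and 111.5 ± 15.5 CPM after RANKL, a log2 fold change of 0.18 that did not pass without the replicate block (limma adjusted p = 0.337) and passed with it (limma adjusted p = 1.6e-04). It was higher after RANKL in both replicates of *Mir182* ΔM/ΔM cells. Dividing the CPM by TMM factors, an alternative chosen after seeing the data, left 11 of the 12 interaction terms past the threshold, the exception being *Mmp9* with an adjusted p-value of 0.0582. All 12 interaction terms passed with the replicate number as a block, with a largest adjusted p-value of 1.7e-07. The paper reasons that this lower expression of osteoclast genes matches the suppressed osteoclast formation it saw in *Mir182* ΔM/ΔM cultures (Fig. 1).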

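In the paper this step takes genes regulated by RANKL that were at least 1.5-fold higher in *Mir182* ΔM/ΔM than in WT cells. The genes counted here are those with a higher level in *Mir182* ΔM/ΔM than in WT cells after RANKL. They were not required to be regulated by RANKL, so they are a wider list than the paper's input. In the deposited CPM there were 841 such genes at a fold change of at least 1.5 and an adjusted p-value under 0.05 from limma. Without the fold change cut there were 1668. Without each of the 8 samples in turn, the number with the cut stayed between 778 and 855. The Panther gene sets that the authors used are not in the files analysed here, so the enrichment was not recomputed with them. Genes of the interferon response that the paper names show the values behind this step. *Irf7*, on chromosome 7 from 141262706 to 141266481 on the minus strand, was at 48.66 ± 1.43 CPM (SD, n = 2) in WT and 1326 ± 41.2 CPM in *Mir182* ΔM/ΔM cells after RANKL, a log2 fold change of 4.74 (standard error 0.062, limma adjusted p = 8.0e-08). *Ifit1*, on chromosome 19 from 34640871 to 34650009 on the plus strand, was at 18.61 ± 0.247 and 242.5 ± 16.9 CPM, a log2 fold change of 3.63 (standard error 0.11, limma adjusted p = 1.5e-06). *Slfn4* and *Ly6a* had a log2 fold change of 6.25 and 6.12. With the replicate number as a block in the fit, 864 genes were higher by at least 1.5-fold, and the adjusted p-value of *Irf7* was 2.2e-27. The paper ranks the GO terms of its own input genes by p-value. It concludes from the ranking that genes of the defense response, in particular the response to interferon-β, were activated.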

Gene Ontology (GO) analysis of the upregulated genes by miR-182 deficiency during RANKL-induced osteoclastogenesis revealed highly significant activation of genes involved in defense response, in particular interferon-β response (*p* < 10^−25^, Fig. 4b). 

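The hallmark gene sets of the GSEA program are not in the files analysed here. A set that was fixed without these data was tested in their place, the mouse Reactome set of interferon alpha/beta signaling, with limma's camera test on *Mir182* ΔM/ΔM RANKL against WT RANKL and an inter-gene correlation of 0.01. Of its 27 genes, 12 were among the genes tested. Their mean log2 fold change was 0.727, with an adjusted p-value of 0.00543 over 811 sets, and the set ranked as number 123 of all sets by p-value. The wider Reactome set of interferon signaling, with 99 tested genes, had a mean log2 fold change of 0.579 and an adjusted p-value of 1.5e-06, and ranked as number 10. The 9 sets before it belong to the cell cycle, led by mitotic prometaphase with 92 genes and a mean log2 fold change of 0.234. In all, 175 sets were higher and 29 were lower in *Mir182* ΔM/ΔM cells by the adjusted p-value. Dividing the CPM by TMM factors, which was chosen after seeing the data, moved the mean log2 fold change of the alpha/beta set most, to 0.869. With the replicate number as a block, which cannot move the mean of 0.727 in this design, the unadjusted camera p-value over the 12 genes was 0.002, against 0.000825 without it. From its own ranking by GSEA, the paper concludes that type I IFN response genes were the most enriched in *Mir182* ΔM/ΔM cells in response to RANKL.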

Gene set enrichment analysis (GSEA) of the miR-182 regulated genes also revealed the top significant enrichment of type I interferons (IFN) response genes (*p* < 0.0001 and FDR < 0.0001) in *Mir182*^*ΔM/ΔM*^ cells in response to RANKL (Fig. 4c). 

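All 52 genes of Fig. 4d were higher in *Mir182* ΔM/ΔM than in WT cells after RANKL, and 51 of them had an adjusted p-value under 0.05 from limma. The exception was *Psmb9*, with a log2 fold change of 0.60 and an adjusted p-value of 0.0571. The paper picked these genes from the same samples as enhanced in *Mir182* ΔM/ΔM cells, so their shared direction is not independent evidence. The mean log2 fold change over the 52 genes was 1.98 and the median was 1.58, from 0.510 in *Procr* to 5.88 in *Ifi44*. *Mx1*, on chromosome 16 from 97447035 to 97462907 on the minus strand, was at 8.591 ± 1.03 CPM (SD, n = 2) in WT and 124.8 ± 12.5 CPM in *Mir182* ΔM/ΔM cells after RANKL, a log2 fold change of 3.71 (standard error 0.12, limma adjusted p = 1.7e-06). *Ifit2*, on chromosome 19 from 34550694 to 34576419 on the plus strand, was at 18.67 ± 2.27 and 368.8 ± 17.1 CPM, a log2 fold change of 4.24 (standard error 0.11, limma adjusted p = 6.9e-07). *Irf7* was at 48.66 ± 1.43 and 1326 ± 41.2 CPM, with a log2 fold change of 4.74. *Cxcl10*, on chromosome 5 from 92346638 to 92348889 on the minus strand, was at 17.17 ± 1.82 and 507.6 ± 12.6 CPM, a log2 fold change of 4.81 (standard error 0.099, limma adjusted p = 3.5e-07). In each of these 4 genes the difference between genotypes was many times the spread between replicates. All 52 genes passed with the replicate number as a block. The filter of at least 1 CPM in every sample and leaving out either *Mir182* ΔM/ΔM RANKL replicate lowered the number the most, to 47.

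**Figure D1:**
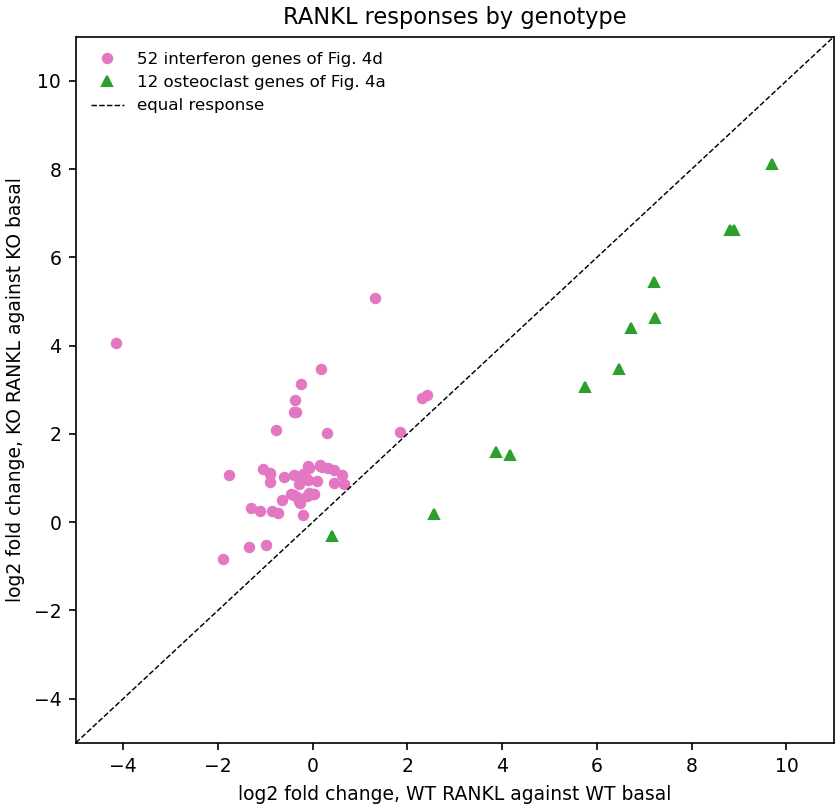
Log2 fold change between RANKL and basal on the log2(CPM + 1) scale in WT cells (x axis) and in *Mir182* ΔM/ΔM cells (y axis) for the 52 type I IFN response genes of Fig. 4d and the 12 osteoclast genes of Fig. 4a. Points above the diagonal responded more in *Mir182* ΔM/ΔM cells, as all 52 IFN response genes did, and points below it responded less, as all 12 osteoclast genes did. The paper shows both lists as changed by miR-182 deficiency in these samples, so part of the separation is built in.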

We further extracted the gene expression values of the most enriched type I IFN response gene set from our RNA-seq data and confirmed 52 RANKL-regulated IFN response genes that were highly enhanced in *Mir182*^*ΔM/ΔM*^ cells, such as MX1, IFIT2, IRF7, and CXCL10 (Fig. 4d). Previous literature demonstrates that interferon pathway (IFN α, β, or γ) inhibits osteoclast differentiation^42,44,51,52^. The endogenous IFN-β induction by RANKL in osteoclasts is an important inhibitory feedback loop to maintain a balanced differentiation state^44,52^. 

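The size of the IFN response was followed through all 4 conditions. Without RANKL, 46 of the 52 genes were already higher in *Mir182* ΔM/ΔM than in WT BMMs, with a mean log2 fold change of 0.490 over the 52 genes. Of the 46, 23 passed the adjusted p-value of limma, and 42 passed with the replicate number as a block. *Ifi44* was an exception, at 64.64 ± 2.49 CPM (SD, n = 2) in WT and 12.04 ± 0.874 CPM in *Mir182* ΔM/ΔM BMMs. In WT cells 35 of the 52 were lower after RANKL than at baseline, 24 of them by the adjusted p-value, and 17 were higher, 7 of them by the adjusted p-value. The mean log2 fold change in WT cells was −0.255. In *Mir182* ΔM/ΔM cells 49 were higher after RANKL, 45 of them by the adjusted p-value, and the mean log2 fold change was 1.24. The interaction term, which tests the difference between the genotypes in the response to RANKL, was positive for all 52 genes and passed the adjusted p-value for 43, with a mean of 1.49. The interaction term passed for all 52 genes with the replicate number as a block in the limma fit. The gene of IFN-β itself, *Ifnb1*, had few reads. It was at 0 CPM in both WT conditions, 0.05581 ± 0.0266 CPM in *Mir182* ΔM/ΔM basal and 0.1476 ± 0.0694 CPM in *Mir182* ΔM/ΔM RANKL, which is near the 0.0985 to 0.118 CPM that 3 reads are worth in the latter samples, and it was not tested. From the enrichment of these gene sets the paper concludes that the IFN pathway was augmented in *Mir182* ΔM/ΔM cells, and it proposes that this could explain the suppressed osteoclastogenesis.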

Thus, the highly significant enrichment of type I IFN response gene sets in the *Mir182*^*ΔM/ΔM*^ cells reflects a significantly augmented IFN pathway and could explain the phenotype of the suppressed osteoclastogensis by miR-182 absence. It is of interest how a miRNA controls such a specifically enriched group of genes. 

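The seed match of Fig. 4f is UGCCAAA, the stretch of a target mRNA that pairs with the seed region of miR-182. It was searched as TGCCAAA in every 3′ UTR that the GENCODE vM21 annotation gives for the genes of the files. All 52 IFN response genes of Fig. 4d have an annotated 3′ UTR, and in 10 of them at least 1 transcript has the match. These are *B2m*, *Cd47*, *Cxcl10*, *Eif2ak2*, *Ifih1*, *Mov10*, *Mx1*, *Procr*, *Psmb9* and *Trim25*. That is 19.2% of the 52 genes, against 14.8% of all 19549 genes of the files with an annotated 3′ UTR. When the longer 8mer match was required, 1 of the 52 genes was left. The search uses the reference sequence alone and involves no samples. From the lack of the seed region in most of the genes, the paper reasons that miR-182 is unlikely to target all of them directly.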

It is unlikely that miR-182 directly targets all of these genes because most of them do not contain miR-182 seed region. We then hypothesized that miR-182 directly targets certain genes that in turn specifically regulate IFN responsive genes during osteoclastogenesis. To this end, we performed two parallel RNA-seq experiments, one with miR-182 loss of function approach using the WT and *Mir182*^*ΔM/ΔM*^ BMMs and the other with miR-182 gain of function approach using the control and *Mir182*^*mTg*^ BMMs, to first identify genes regulated by miR-182 in osteoclast precursors. 

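The loss of function part used the WT basal and *Mir182* ΔM/ΔM basal samples with their CPM values. For the gain of function part, BMMs were grown with M-CSF at 20 ng per ml for 3 days from Control mice, which carry LysMcre alone, and from *Mir182* mTg mice, which overexpress miR-182 in myeloid cells. None of these samples received RANKL. There were 2 replicates of each, which makes 4 libraries. For these the authors deposited the number of reads counted on each of 24421 genes with HT-seq, without normalization, after alignment to mm10 with TopHat or HISAT2. Replicate 1 also has an RPKM value per gene. The reads counted on genes were 31322692 and 26459982 in the Control replicates and 33050619 and 27929277 in the *Mir182* mTg replicates. At that depth, 3 reads correspond to between 0.0908 and 0.113 CPM.

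The counts were tested with edgeR's quasi-likelihood test after TMM normalization, on the 12081 genes kept by its filter on low counts, with Benjamini-Hochberg adjustment. The *Mir182* gene on chromosome 6 had 79 and 123 reads in the *Mir182* mTg replicates and 0 reads in both Control replicates. The replicate numbers are again taken from the labels. Across genes, the log2 ratio of replicate 2 to replicate 1 in Control BMMs correlated with that in *Mir182* mTg BMMs with Pearson's r of 0.744, so the samples with the same number deviated together here too. The biological coefficient of variation was 0.101 without and 0.0210 with the replicate number as a block in the edgeR fit. With the block, 371 genes were lower and 401 higher in *Mir182* mTg BMMs by at least 1.2-fold, against 19 and 12 without it.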

We first performed differential expression analysis using edgeR and selected genes that were upregulated at least 1.2-fold by the miR-182 deficiency and suppressed at least 1.2-fold by the miR-182 overexpression with FDR < 0.05. 

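In the loss of function experiment, 317 genes were at least 1.2-fold higher in *Mir182* ΔM/ΔM than in WT BMMs at baseline with an adjusted p-value under 0.05 from limma. The 3 with the largest log2 fold change were *Plekha7*, *Pyhin1* and *Xaf1*. *Plekha7*, on chromosome 7 from 116123485 to 116308376 on the minus strand, was at 0.5536 ± 0.351 CPM (SD, n = 2) in WT and 14.23 ± 1.08 CPM in *Mir182* ΔM/ΔM BMMs, a log2 fold change of 3.31 (standard error 0.16, limma adjusted p = 1.3e-04). *Pyhin1* was at 3.914 ± 0.604 and 34.55 ± 3.16 CPM, and *Xaf1* at 21.25 ± 1.17 and 122.9 ± 6.31 CPM. In the other direction, 129 genes were at least 1.2-fold lower, led by *Ifi44l*, *Trim12a* and *Asb4* with log2 fold changes of −4.51, −3.79 and −3.58. *Trim12a* was at 13.41 ± 1.28 CPM in WT BMMs and 0.03731 ± 0.0528 CPM in *Mir182* ΔM/ΔM BMMs, which is below what 3 reads are worth.

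In the gain of function experiment, 19 genes were at least 1.2-fold lower and 12 at least 1.2-fold higher in *Mir182* mTg than in Control BMMs with an adjusted p-value under 0.05 from edgeR's quasi-likelihood test. The lowest were *Plekha7* (8.801 ± 0.166 CPM in Control and 0.6757 ± 0.0571 CPM in *Mir182* mTg BMMs, SD, n = 2), *Olfml3* (77.34 ± 6.22 and 6.462 ± 0.531 CPM) and *Jazf1* (10.15 ± 0.506 and 2.228 ± 0.315 CPM), with log2 fold changes of −3.71, −3.59 and −2.19. The highest were *Epas1*, *Tmem181b-ps* and *A930005H10Rik*, with log2 fold changes of 2.74, 1.69 and 1.54. *Tmem181b-ps* is annotated as a pseudogene, so its reads are uncertain where a related gene has the same sequence. The counts depended on the test. edgeR's exact test gave 130 genes lower and 130 higher in *Mir182* mTg BMMs, and DESeq2 gave 69 lower and 60 higher. The quasi-likelihood test with the replicate number as a block gave 371 lower and 401 higher.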

With this complementary approach we obtained a list of 24 genes, which contained miR-182 potential targets. 

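The genes at least 1.2-fold higher in *Mir182* ΔM/ΔM BMMs and at least 1.2-fold lower in *Mir182* mTg BMMs were 8 when each list was taken from its main test, limma on the CPM and edgeR's quasi-likelihood test on the counts. Of the 11431 genes tested in both experiments, 311 were in the first list and 19 in the second, so 0.517 shared genes would occur by chance (Fisher's exact test, p = 1.6e-08). Among the 8 genes were *Anxa9*, *Capza1*, *Cspg4*, *Jazf1*, *Plekha7*, *Siglec1* and *Zbp1*. *Siglec1*, on chromosome 2 from 131069220 to 131086765 on the minus strand, had the most reads of these. It was at 858.9 ± 5.49 CPM (SD, n = 2) in WT and 1320 ± 66.2 CPM in *Mir182* ΔM/ΔM BMMs, with a log2 fold change of 0.62 (limma adjusted p = 0.00286), and at 265.9 ± 7.71 CPM in Control and 161.7 ± 6.17 CPM in *Mir182* mTg BMMs, with a log2 fold change of −0.73 (edgeR adjusted p = 0.0454). *Zbp1* was at 20.26 ± 2.01 and 52.8 ± 0.841 CPM in WT and *Mir182* ΔM/ΔM BMMs and at 9.972 ± 0.526 and 3.946 ± 0.111 CPM in Control and *Mir182* mTg BMMs. *Plekha7* had the largest changes among them, with log2 fold changes of 3.31 and −3.71. It was far higher in Control than in WT BMMs, where it was about as low as in *Mir182* mTg BMMs. *Siglec1* also differed more between WT (858.9 CPM) and Control BMMs (265.9 CPM) than between the genotypes of either experiment. *Zbp1* differed less, in proportion, between WT and Control BMMs than between genotypes. A difference between the experiments may thus be as large as some of these changes, and it was not tested. The log2 fold changes of *Anxa9*, *Capza1* and *Cspg4* were 0.62, 0.28 and 0.55 in *Mir182* ΔM/ΔM BMMs and −1.86, −0.73 and −0.82 in *Mir182* mTg BMMs.

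The number of shared genes depended on the test. It was 24 with edgeR's exact test for the gain of function counts, 21 with DESeq2 and 97 with the replicate number as a block in both fits. Leaving out one of the 12 samples at a time gave between 3 and 18 genes, and *Plekha7*, *Siglec1* and *Zbp1* were in the list in each of these fits. The paper takes the genes that rise with miR-182 deficiency and fall with its overexpression as a list that holds potential targets of miR-182.

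**Figure D2:**
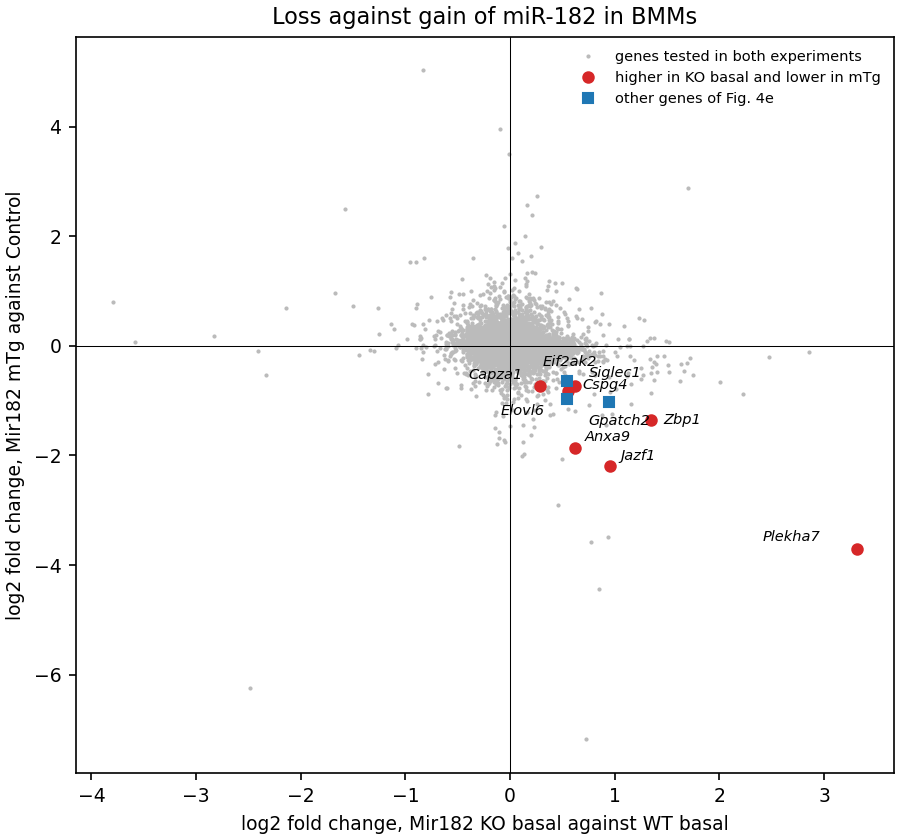
Log2 fold change of *Mir182* ΔM/ΔM against WT BMMs (x axis, log2(CPM + 1) scale) and of *Mir182* mTg against Control BMMs (y axis, edgeR) for the genes tested in both experiments (grey). Red points are genes higher in *Mir182* ΔM/ΔM and lower in *Mir182* mTg BMMs by both tests that are named in the text, with *Plekha7* at 3.31 and −3.71, and blue squares are the other 3 genes listed in Fig. 4e.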

We then overlapped these genes with a published database that has experimentally verified miR-182 targets^27^, and determined four miR-182 direct targets (Fig. 4e). 

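The published target database is not in the files analysed here, so the overlap with it was not recomputed. The values of the 4 genes that Fig. 4e lists are as follows. *Eif2ak2*, on chromosome 17 from 78852564 to 78882573 on the minus strand, was at 111.9 ± 13.2 CPM (SD, n = 2) in WT and 163.5 ± 10.1 CPM in *Mir182* ΔM/ΔM BMMs, a log2 fold change of 0.55 (standard error 0.1, limma adjusted p = 0.0318). In the gain of function experiment it was at 116 ± 7.09 CPM in Control and 75.29 ± 3.74 CPM in *Mir182* mTg BMMs, a log2 fold change of −0.63 (standard error 0.086, edgeR adjusted p = 0.0853). *Elovl6*, on chromosome 3 from 129532355 to 129638495 on the plus strand, was at 40.69 ± 2.2 CPM (SD, n = 2) in WT and 59.77 ± 3.85 CPM in *Mir182* ΔM/ΔM BMMs, a log2 fold change of 0.54 (standard error 0.14, limma adjusted p = 0.0968). It was at 35.13 ± 0.078 CPM in Control and 18.14 ± 0.926 CPM in *Mir182* mTg BMMs, a log2 fold change of −0.96 (standard error 0.089, edgeR adjusted p = 0.0451). *Gpatch2*, on chromosome 1 from 187215508 to 187351704 on the plus strand, was at 14.8 ± 0.0439 CPM (SD, n = 2) in WT and 29.49 ± 2.57 CPM in *Mir182* ΔM/ΔM BMMs, a log2 fold change of 0.95 (standard error 0.093, limma adjusted p = 0.00327). It was at 23.46 ± 0.463 CPM in Control and 11.52 ± 2.16 CPM in *Mir182* mTg BMMs, a log2 fold change of −1.03 (standard error 0.15, edgeR adjusted p = 0.0946). *Jazf1*, on chromosome 6 from 52768797 to 53068631 on the minus strand, was at 6.011 ± 1.02 CPM (SD, n = 2) in WT and 12.62 ± 2.05 CPM in *Mir182* ΔM/ΔM BMMs, a log2 fold change of 0.96 (standard error 0.15, limma adjusted p = 0.0197). It was at 10.15 ± 0.506 CPM in Control and 2.228 ± 0.315 CPM in *Mir182* mTg BMMs, a log2 fold change of −2.19 (standard error 0.16, edgeR adjusted p = 0.0215). Without RANKL all 4 genes were thus higher with the loss and lower with the gain of miR-182. The adjusted p-value passed for 3 of the 4 in *Mir182* ΔM/ΔM BMMs and for 2 of the 4 in *Mir182* mTg BMMs. Only *Jazf1* passed in both main tests. After RANKL only *Eif2ak2* was higher in *Mir182* ΔM/ΔM than in WT cells by the adjusted p-value (log2 fold change 1.55, limma adjusted p = 3.0e-05). *Elovl6* and *Gpatch2* were lower (−0.47 and −0.32, limma adjusted p = 0.0307 and 0.0272), and *Jazf1* did not differ by the adjusted p-value (0.13, limma adjusted p = 0.52). With TMM factors alone, chosen after seeing the data, the decreases of *Elovl6* and *Gpatch2* no longer passed (limma adjusted p = 0.1 and 0.173). Both decreases passed with TMM factors and the replicate block together (limma adjusted p = 0.00306 and 0.0398). They also passed with the block alone (limma adjusted p = 5.2e-05 and 0.000565).

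Without RANKL, for every one of the 4 genes and both experiments, the lower replicate of the higher group was above the higher replicate of the lower group. With the replicate number as a block, all 4 genes passed without RANKL in both experiments, and for *Eif2ak2* the adjusted p-values were 1.1e-09 and 5.4e-09, with log2 fold changes of 0.546 and −0.633. The block leaves little variation, with a biological coefficient of variation of 0.0210 in the gain of function fit. These p-values may thus measure the variation between libraries more than that between mice. For *Eif2ak2* in *Mir182* mTg BMMs, the adjusted p-value was 1.4e-05 with edgeR's exact test and 0.000236 with DESeq2. Its adjusted p-value in *Mir182* ΔM/ΔM BMMs was no longer under the threshold in 5 of the 8 fits that each left out one sample, and was highest, at 0.213, without replicate 1 of *Mir182* ΔM/ΔM basal. By overlapping the regulated genes with the published targets, the paper arrives at these 4 genes as direct targets of miR-182.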

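Expression levels of the 4 genes can be compared through the RPKM that the authors deposited for replicate 1 of each condition, which corrects for gene length and has no second replicate in the files. In WT BMMs at baseline *Eif2ak2* was at 28 RPKM, *Elovl6* at 6.58, *Gpatch2* at 3.25 and *Jazf1* at 1.71 RPKM. In *Mir182* ΔM/ΔM BMMs at baseline the values were 39.4, 10.5, 6.08 and 3.61 RPKM in the same order. They were 28, 5.91, 5.23 and 3.39 RPKM in Control BMMs and 18, 2.94, 2.87 and 0.791 RPKM in *Mir182* mTg BMMs. After RANKL *Eif2ak2* was at 20.8 RPKM in WT and 59 RPKM in *Mir182* ΔM/ΔM cells, and none of the other 3 genes was above 6.1 RPKM in these samples. The CPM of both replicates give the same order at baseline, with 111.9 ± 13.2 CPM (SD, n = 2) for *Eif2ak2* in WT BMMs, 40.69 ± 2.2 for *Elovl6*, 14.8 ± 0.0439 for *Gpatch2* and 6.011 ± 1.02 CPM for *Jazf1*. The gap between *Eif2ak2* and each of the others is larger than the spread between replicates.

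**Figure D3:**
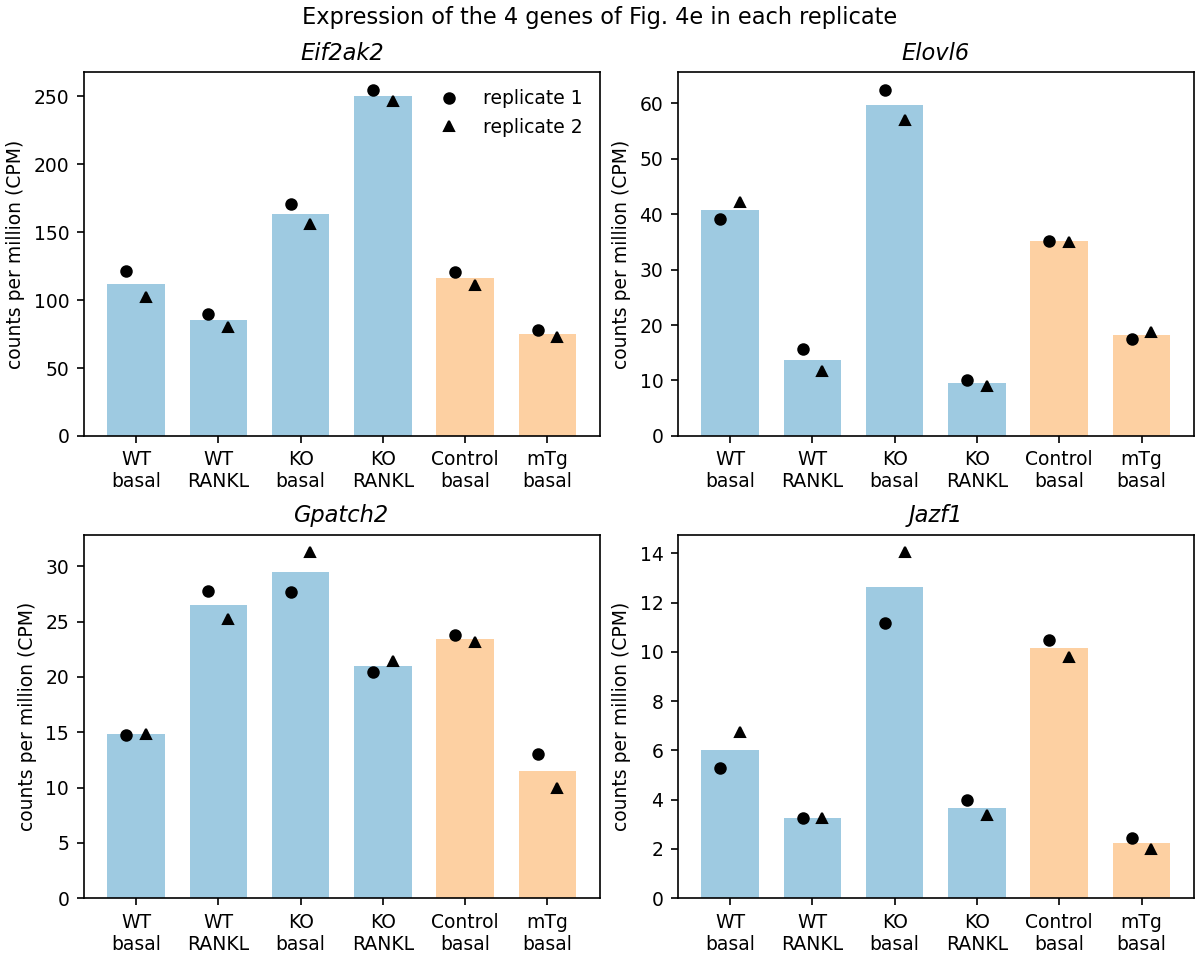
CPM of the 4 genes of Fig. 4e in each of the 12 samples (points, 2 replicates per condition), with the mean of each condition. *Eif2ak2* is highest in every condition, with a mean of 111.9 CPM in WT basal and 250.7 CPM in *Mir182* ΔM/ΔM RANKL samples.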

In this group of genes, the gene *Eif2ak2* encoding protein kinase double-stranded RNA-dependent (PKR) stood out with the highest expression level, whereas the other three genes were only marginally expressed (Fig. 4e). Importantly, among these four genes, only PKR is a well characterized factor that plays a critical role in type I IFN pathway^53–55^, which indeed also fit our hypothesis that miR-182 targets PKR that further regulates downstream IFN pathway. We further confirmed the seed region of miR-182 in the 3′ UTR of *Eif2ak2* (Fig. 4f), and validated the regulation of both mRNA and protein expression levels of PKR by miR-182 using both *Mir182*^*ΔM/ΔM*^ BMMs and *Mir182*^*mTg*^ BMMs (Fig. 4g, h). 

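In the GENCODE vM21 annotation, the transcript Eif2ak2-201 has a 3′ UTR of 2575 nt, and the match TGCCAAA to the miR-182 seed lies at positions 2508 to 2514 of it, counted from the first base after the stop codon. On the mm10 genome build this is chromosome 17 from 78852625 to 78852631 on the minus strand, in exon 16 of 16. The reference mRNA sequence around it, written as DNA, is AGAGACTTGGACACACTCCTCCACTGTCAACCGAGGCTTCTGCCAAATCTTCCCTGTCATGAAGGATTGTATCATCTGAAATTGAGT. The match is a 7mer and not the longer 8mer. The qPCR and immunoblot data of Fig. 4g, h are not in the files analysed here, and the RNA-seq of the same genotypes gives the mRNA level by another method. At baseline *Eif2ak2* had a log2 fold change of 0.55 in *Mir182* ΔM/ΔM against WT BMMs (standard error 0.1, limma adjusted p = 0.0318). After RANKL it was at 85.26 ± 6.68 CPM (SD, n = 2) in WT and 250.7 ± 6.19 CPM in *Mir182* ΔM/ΔM cells, a log2 fold change of 1.55 (standard error 0.1, limma adjusted p = 3.0e-05). In *Mir182* mTg BMMs it fell by 0.633 on the log2 scale against Control BMMs (edgeR adjusted p = 0.0853), which passed the threshold with the replicate number as a block (log2 fold change −0.633, adjusted p = 5.4e-09). Over the fits that each left out one sample, the log2 fold change stayed between 0.427 and 0.666 in *Mir182* ΔM/ΔM BMMs at baseline and between −0.690 and −0.573 in *Mir182* mTg BMMs. From the seed region and from the mRNA and protein levels in both kinds of BMMs, the paper concludes that miR-182 regulates PKR expression.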

Furthermore, we performed a 3′ UTR luciferase reporter assay, and found that miR-182 mimic down-regulated the luciferase activity of the 3′ UTR of *Eif2ak2* reporter (Fig. 4i). Mutation of the seed region of miR-182 in the 3′ UTR of *Eif2ak2* abolished the regulatory effect of miR-182 on the 3′ UTR of *Eif2ak2* (Fig. 4f, i). These results collectively validate that PKR is directly targeted by miR-182.

**Fig. 4:**
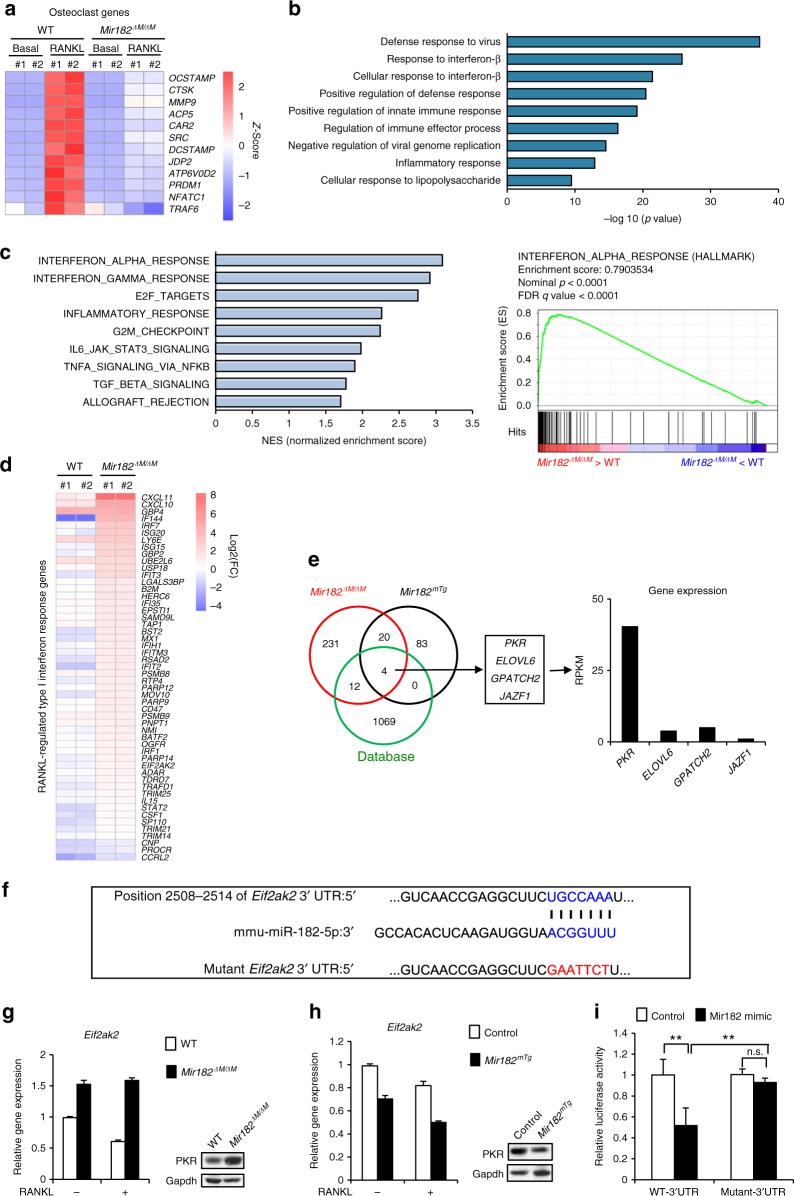
miR-182 inhibits endogenous IFN-β signaling via targeting PKR. **a**–**d** RNA sequencing was performed using the mRNAs from the WT and *Mir182*^*ΔM/ΔM*^ BMMs stimulated with or without RANKL for five days. *n* = 2 for each condition. #1, replicate 1. #2, replicate 2. **a** Heatmap of RANKL-induced osteoclast marker genes and transcription factors regulated by miR-182 deficiency. Row *z*-scores of CPMs of osteoclast genes were shown in the heatmap. **b** Gene ontology analysis of RANKL-inducible genes regulated by miR-182 deficiency. **c** Gene set enrichment analysis of RANKL-inducible genes regulated by miR-182 deficiency ranked by NES. The enrichment plot of the hallmark of type I IFN response was shown on the right panel. **d** Heatmap of the enriched RANKL-regulated type I interferon-response genes enhanced by miR-182 deficiency. #1, replicate 1. #2, replicate 2. **e** Left, Venn diagram showing the overlap of the down-regulated genes in the *Mir182*^*mTg*^ BMMs, upregulated genes in the *Mir182*^*ΔM/ΔM*^ BMMs and the miR-182 targets obtained from a database^27^. RNA sequencing data obtained from the mRNAs from the WT and *Mir182*^*ΔM/ΔM*^ BMMs, or the Control and *Mir182*^*mTg*^ BMMs were used. *n* = 2 for each condition. Middle, a gene list extracted from the overlap of the three gene sets. Right, RPKM based gene expression of the four indicated genes. **f** Seed region of miR-182 in the 3′ untranslated region of mouse *Eif2ak2*. **g** Quantitative real-time PCR (qPCR) analysis of mRNA expression of *Eif2ak2* (encoding PKR) from WT and *Mir182*^*ΔM/ΔM*^ BMMs treated with or without RANKL for five days. Right, immunoblot analysis of PKR expression in WT and *Mir182*^*ΔM/ΔM*^ BMMs. **h** qPCR analysis of mRNA expression of *Eif2ak2* from the Control and *Mir182*^*mTg*^ BMMs treated with or without RANKL for two days. Right, immunoblot analysis of PKR expression in the control and *Mir182*^*mTg*^ BMMs. **g**, **h** Gapdh was used as a loading control. **i** Luciferase activities measured from the HEK293 cells co-transfected with the WT or mutant 3′ UTR of *Eif2ak2* luciferase reporter plasmids together with miR-182 mimic or the corresponding control (*n* = 3). Data are mean ± SD. ^**^p < 0.01; n.s. not statistically significant by two-way ANOVA

Following this line, we examined the role of PKR in osteoclast differentiation, which has not been studied. The expression of PKR was decreased along osteoclast differentiation (Fig. 5c, Supplementary Fig. 12), indicating that PKR might be a negative regulator in this process. To address this question, we utilized the BMMs isolated from the PKR knockout (*Pkr*^*−/−*^) and WT control mice (*Pkr*^*+/+*^) as osteoclast precursors in three osteoclastic culture systems activated by RANKL alone, RANKL or TNF priming (Fig. 5a). In all conditions, PKR deficiency dramatically increased osteoclast differentiation assessed by enhanced osteoclast generation and elevated gene expressions of osteoclastogenic transcription factors, such as NFATc1 and Blimp1 (Fig. 5b, c, Supplementary Fig. 12), as well as of osteoclast markers, such as Ctsk and Dcstamp (Fig. 5b). These results indicate that PKR is a novel inhibitor of osteoclastogenesis. Due to PKR’s involvement in type I IFN pathway especially as an activator of IFN-β expression^53,54^, we examined its expression and found that PKR deficiency almost completely blocked the induction of IFN-β by RANKL (Fig. 5d). As a consequence, the induction of IFN-β response genes, such as *Mx1*, *Ifit1*, and *Irf7*, was strongly suppressed in the PKR deficient cell cultures induced by RANKL relative to the control cell cultures (Fig. 5e). Next, we tested the functional importance of the PKR-regulated IFN-β changes in osteoclastogenesis. We blocked the inhibitory function of endogenous IFN-β on osteoclastogenesis using an IFN-β neutralizing antibody. Consistent with previous findings, blocking of endogenous IFN-β enhanced RANKL-induced osteoclastogenesis in WT cell cultures (Fig. 5f). The effect of PKR deficiency on the enhanced osteoclastogenesis, however, was abrogated by blocking IFN-β, as evidenced by the data that PKR deletion increased osteoclastogenesis in the presence of the control IgG, but not in the presence of the IFN-β neutralizing antibody (Fig. 5f). These results demonstrate that PKR is a new negative regulator of osteoclastogenesis, which exerts inhibitory function via induction of endogenous IFN-β expression. Finally, we knocked down PKR expression in the *Mir182*^*ΔM/ΔM*^ BMMs (Fig. 5g), and found that the suppressed osteoclast differentiation in *Mir182*^*ΔM/ΔM*^ BMMs was significantly reversed to a level similar to that in the WT cells (Fig. 5h). These results indicate that PKR is an essential downstream target responsible for the miR-182 function in osteoclastogenesis. To further test whether IFN-β is a critical downstream effector of miR-182, we examined IFN-β expression and found that miR-182 deficiency significantly enhanced the RANKL-induced IFN-β levels (Fig. 6a). Importantly, the protein levels of IFN-β in the serum were also markedly increased in the *Mir182*^*ΔM/ΔM*^ mice (Fig. 6b). Furthermore, blocking of endogenous IFN-β using an IFN-β neutralizing antibody (Fig. 6c) or by knocking down IFN-β expression (Fig. 6d, e) abrogated the inhibitory effect of miR-182 deficiency on the RANKL-induced osteoclastogenesis. Neutralization of endogenous IFN-β did not have additional effect on the miR-182 overexpression-enhanced osteoclastogenesis in the *Mir182*^*mTg*^ cell cultures (Fig. 6f). These findings indicate that IFN-β is a critical downstream component of miR-182 during osteoclastogenesis. Collectively, our data identify a previously unrecognized mechanism (Fig. 6g) by which miR-182 directly targets PKR, downregulation of which in turn suppresses endogenous IFN-β expression induced by RANKL, thereby tuning down the feedback inhibitory loop and activating osteoclastogenesis. This newly identified miR-182-PKR-IFN-β pathway thus plays an essential role in osteoclast differentiation and osteoclastogenic gene expression program.

**Fig. 5:**
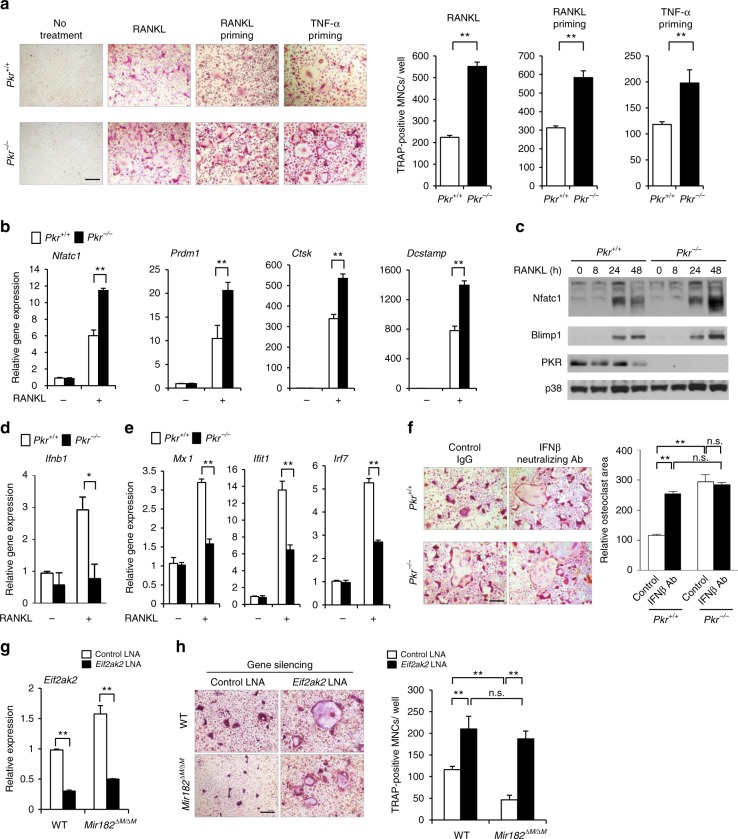
PKR as an essential target of miR-182 suppresses osteoclastogenesis by regulating IFN-β feedback. **a** Osteoclast differentiation determined by TRAP staining (left panel) and the relative area of TRAP-positive MNCs per well (right panel) in the cell cultures using the *Pkr*^*+/+*^ and *Pkr*^−/−^ BMMs that were stimulated with RANKL for 3 days, or primed with TNF-α or RANKL for one day followed by costimulation with TNF-α and RANKL for 2 days. TRAP-positive cells appear red in the photographs. **b** Quantitative real-time PCR analysis of mRNA expression of *Nfatc1*, *Prdm1*, *Ctsk*, and *Dcstamp* in BMMs from *Pkr*^*+/+*^ and *Pkr*^−/−^ mice treated with or without RANKL for two days. **c** Immunoblot analysis of the expression of NFATc1, Blimp1, and PKR induced by RANKL at the indicated times. p38 was used as a loading control. **d**, **e** Quantitative real-time PCR analysis of mRNA expression of *Ifnb1* (**d**), *Mx1*, *Ifit1*, and *Irf7* (**e**) in *Pkr*^*+/+*^ and *Pkr*^−/−^ BMMs treated with or without RANKL for two days. **f** BMMs from *Pkr*^*+/+*^ and *Pkr*^−/−^ mice were treated with control IgG (10 U/ml) or IFNβ-neutralizing Ab (10 U/ml) in the presence of RANKL for 3 days. Left panel: TRAP staining; Right panel: quantification of the relative area of TRAP + MNCs per well. **g** Quantitative real-time PCR analysis of mRNA expression of *Eif2ak2* showing the knockdown efficiency of PKR in the WT and *Mir182*^*ΔM/ΔM*^ BMMs that were transfected with the control or *Eif2ak2* specific LNAs (40 nM). **h** Osteoclast differentiation determined by TRAP staining (left panel) and the relative area of TRAP-positive MNCs per well (right panel) in the WT and *Mir182*^*ΔM/ΔM*^ BMM cell cultures transfected with the control or *Eif2ak2* specific LNAs and stimulated with RANKL for 3 days. **a**, **b**, **d**, **g** ^**^p < 0.01 by Student’s *t* test. **f**, **h** ^**^p < 0.01; n.s. not statistically significant by two-way ANOVA. Error bars: data are mean ± SD. Scale bars: **a**, **f**, **h** 200 µm

**Fig. 6:**
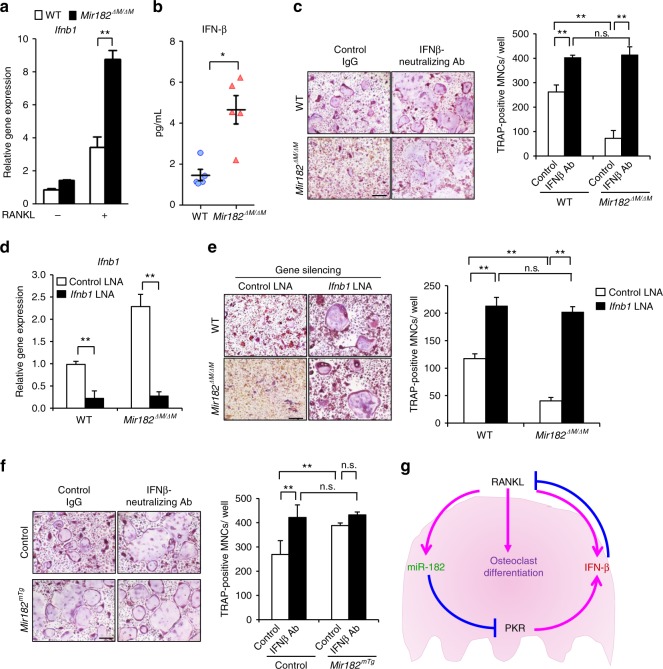
IFN-β is a critical downstream effector of miR-182. **a** Quantitative real-time PCR analysis of mRNA expression of *Ifnb1* in the WT and *Mir182*^*ΔM/ΔM*^ BMMs treated with or without RANKL for 2 days. **b** ELISA analysis of the serum IFN-β levels in the WT and *Mir182*^*ΔM/ΔM*^ mice. *n* = 5 in each group. **c** Osteoclast differentiation using BMMs from WT and *Mir182*^*ΔM/ΔM*^ mice treated with control IgG (10 U/ml) or IFN-β-neutralizing antibody (10 U/ml) in the presence of RANKL for 3 days. Left panel: TRAP staining; Right panel: quantification of the relative area of TRAP + MNCs per well. **d** Quantitative real-time PCR analysis of mRNA expression of *Ifnb1* showing the knockdown efficiency of *Ifnb1* in the WT and *Mir182*^*ΔM/ΔM*^ BMMs that were transfected with the control or *Ifnb1* specific LNAs (40 nM). **e** Osteoclast differentiation determined by TRAP staining (left panel) and the relative area of TRAP-positive MNCs per well (right panel) in the WT and *Mir182*^*ΔM/ΔM*^ BMM cell cultures transfected with the control or *Ifnb1* specific LNAs and stimulated with RANKL for three days. **f** Osteoclast differentiation using BMMs from the Control and *Mir182*^*mTg*^ mice treated with control IgG (10 U/ml) or IFN-β-neutralizing antibody (10 U/ml) in the presence of RANKL for three days. Left panel: TRAP staining; Right panel: quantification of the relative area of TRAP + MNCs per well. **g** A model showing the newly identified regulatory circuit orchestrated by the miR-182-PKR-IFN-β axis, which mediates osteoclastogenesis. **a**, **b**, **d** *p < 0.05; ^**^p < 0.01 by Student’s *t* test. **c**, **e**, **f** ^**^p < 0.01; n.s. not statistically significant by two-way ANOVA. Error bars: **a**, **c**–**f** Data are mean ± SD; **b** data are mean ± SEM. Scale bars: **c**, **e**, **f** 200 µm

### miR-182-PKR-IFN-β axis is significantly correlated with RA

Finally we set out to examine the expression levels of miR-182 in the human osteoclast precursor CD14 (+) PBMCs isolated from healthy donors and RA patients. As shown in Fig. 7a, human miR-182 level was drastically elevated in RA patients. Given the importance of TNF-α in the pathogenesis of RA and the resounding success of TNF blockade therapy (TNFi) in the treatment of RA, we next stimulated human CD14 (+) PBMCs with TNF-α and found that TNF-α induced miR-182 expression (Fig. 7b). TNF blockade therapy of RA patients with a humanized antibody (Enbrel) that specifically blocks TNF activity strikingly decreased miR-182 expression levels in CD14 (+) PBMCs after one or two month-treatment (Fig. 7c left panel). In parallel, TNFi significantly decreased the osteoclastogenesis of RA PBMCs (Fig. 7c right panel). Moreover, the therapeutic reduction of TNF activity suppressed miR-182 expression as well as osteoclastogenesis in each individual RA patient after TNFi therapy (Fig. 7d). Further statistical analysis revealed a strong correlation (Pearson’s *r* = 0.748) between the levels of miR-182 expression and osteoclastogenesis in RA PBMCs (Fig. 7e). We next determined the expression levels of PKR and IFN-β, the important downstream factors of miR-182. In contrast to the higher level of miR-182 in RA (Fig. 7a), both PKR and IFN-β levels were markedly lower in RA PBMCs than in healthy donor cells (Fig. 7f). TNFi therapy elevated the expression levels of PKR and IFN-β in RA PBMCs (Fig. 7g). Significant elevation of these two genes was also determined in the monocytes isolated from each individual RA patient after TNFi treatment (Fig. 7h). The osteoclastic levels of PBMCs exhibited a strong negative correlation with the expression levels of PKR and IFN-β (Pearson’s *r* = −0.611 and −0.686, respectively, in Fig. 7i). These results clearly show that the regulatory pattern of the miR-182-PKR-IFN-β axis is well conserved in RA PBMCs. Upregulation of miR-182 accompanying with the downregulation of PKR and IFN-β is strongly correlated with osteoclastogenic levels in RA. The striking correlation between the miR-182-PKR-IFN-β axis and osteoclastogenic potential of RA PBMCs provides a piece of evidence that supports the osteoclastogenic function of miR-182 in humans (Fig. 1e, f). Taken together with the proof-of-concept therapeutic benefits obtained from animal models (Figs. 2, 3), these human data highlight a promising therapeutic implication of targeting miR-182 in suppressing excessive osteoclastogenesis and bone erosion in human diseases.

**Fig. 7:**
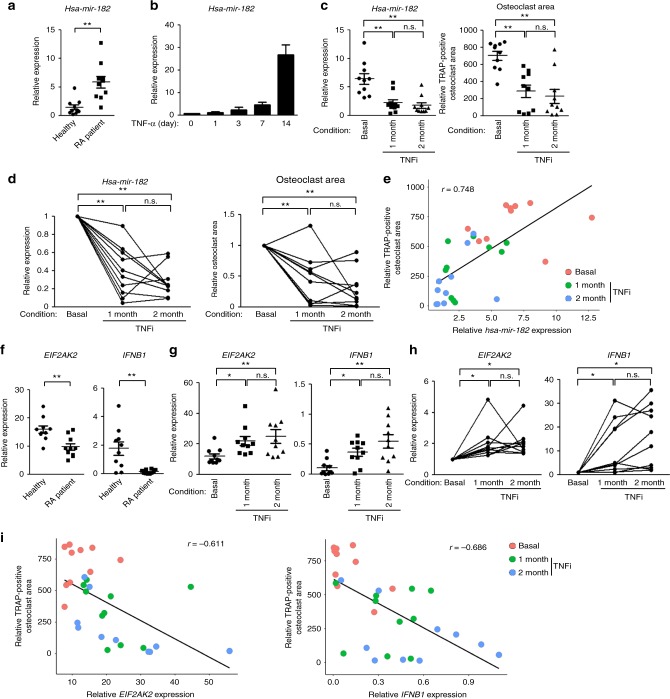
The expression of miR-182, PKR, and IFN-β is strongly correlated with RA osteoclastogenic capacity. **a** Quantitative real-time PCR (qPCR) analysis of *hsa-mir-182* expression in CD14(+) PBMCs isolated from healthy donors and RA patients. *n* = 10/group. **b** qPCR analysis of *hsa-mir-182* expression in human CD14(+) PBMC-derived macrophages treated with TNF-α (40 ng/ml). **c** Left, qPCR analysis of *hsa-mir-182* expression in CD14(+) PBMCs from RA patients before (basal) and after TNFi (Enbrel) for 1 and 2 months. Right, osteoclast differentiation indicated by the relative area of TRAP-positive MNCs in the cell cultures of human CD14(+) PBMC-derived macrophages treated with RANKL (100 ng/ml) for 5 days. Relative area of TRAP-positive MNCs was determined per well. *n* = 10/group. **d** Left, qPCR analysis of the relative expression of *hsa-mir-182* in CD14(+) PBMCs from the same RA patient before and after TNFi (Enbrel) for 1 and 2 months. Right, relative area of TRAP-positive MNCs. Results in each panel were normalized to the basal condition for each patient. *n* = 10/group. **e** Scatter plot showing significant positive correlation between the relative TRAP-positive osteoclast area and *hsa-mir-182* expression. Each dot represents an RA patient in the indicated conditions. Pearson’s *r* = 0.748. **f** qPCR analysis of mRNA expression of *EIF2AK2* (encoding PKR) or *IFNB1* (encoding IFN-β) in CD14(+) PBMCs from healthy donors and RA patients. *n* = 10/group. **g** qPCR analysis of mRNA expression of *EIF2AK2* or *IFNB1* in CD14(+) PBMCs from RA patients before and after TNFi (Enbrel) for 1 and 2 months. *n* = 10/group. **h** Relative expression of *EIF2AK2* or *IFNB1* in CD14(+) PBMCs from the same RA patient before and after TNFi. Results were normalized to basal condition for each patient. *n* = 10/group. **i** Scatter plot showing significant negative correlation between the relative TRAP-positive osteoclast area and *EIF2AK2* (Left) or *IFNB1* (Right) expression. Each dot represents an RA patient. Pearson’s *r* = −0.611 (left) or −0.686 (right). **a**, **f** ^**^p < 0.01 by Student’s *t* test; **c**, **d**, **g**, **h** ^**^p < 0.01; n.s. not statistically significant by repeated measures ANOVA; data are mean ± SEM

## Discussion

miRNAs exert functions through their specific targets and the downstream pathways mediated by the targets. Identification of miRNA targets can reveal molecular mechanisms and regulatory networks of each miRNA. By binding to complementary seed region in target mRNAs, different miRNAs target different genes. The target genes regulated by the same miRNA can also be variable depending on cell and tissue types as well as various stresses or disease settings^7,9–11,22,23,30^, presumably due to diverse gene expression and regulation profiles in different conditions. In this study, we identified *eIF2ak2* (encoding PKR) as a new target for miR-182 in response to RANKL during osteoclasogenesis. Although other targets have been reported in different contexts^25–34^, PKR is an essential target of miR-182 in RANKL-induced osteoclast differentiation evidenced by the data that genetic deletion of PKR abolishes the function of miR-182 in osteoclastogenesis. PKR was initially discovered as an IFN-β inducible gene in the antiviral response^53–57^. Double-stranded RNA generated during viral replication activates PKR, which functions as a kinase that phosphorylates the α-subunit of eukaryotic translation initiation factor 2 (eIF2α) on Ser51. Phosphorylation of eIF2α blocks translational initiation and thereby promotes cellular apoptosis. PKR plays an important role in type I IFN production. Recently, PKR has also been implicated in regulating other cellular functions such as cell growth and differentiation, gene transcription and translation, and signal transduction. In addition to viruses, PKR can be activated by other stimulations, such as TLRs, TNF, Insulin, and ER stress^58–61^. The downstream signaling pathways activated by PKR in these conditions are diverse, such as IFN-β, NF-κB signaling, MAPK pathways and eIF2a-mediated translational inhibition, dependent on cell types and context^58–61^. At the early stage of osteoclast differentiation, PKR could presumably be regulated directly by RANKL or indirectly by the autocrine IFN-β induced by RANKL. The significant downstream factor mediated by PKR in osteoclastogenesis is IFN-β, which is supported by our data that PKR deletion almost abrogates RANKL-induced expression of IFN-β and the downstream type I IFN response genes. Along differentiation, RANKL induces the expression of miR-182, which in turn downregulates PKR expression, eventually shutting off IFN-β expression and allowing osteoclastogenesis to proceed efficiently. Few miRNAs were reported to act directly on PKR. miR-182 thus is an miRNA newly identified to directly target PKR, introducing miR-182 as an important regulator for IFN-β signaling pathway.

Physiological osteoclast differentiation is delicately controlled and maintained by complex mechanisms at various levels. The extent of osteoclastogenesis is determined by the balance between osteoclastogenic and anti-osteoclastogenic factors. Endogenous IFN-β (even at very low levels) produced by macrophages/osteoclast precursors in response to RANKL is a strong feedback mechanism that inhibits osteoclast differentiation^44,52^. RANK signaling needs to overcome the negative regulatory mechanisms, such as by downregulating expression of transcriptional repressors, to allow osteoclastogenesis to proceed^52^. Previously it was unclear how the IFN-β mediated inhibitory loop was tuned down during osteoclast differentiation. Our studies uncovered an important mechanism that the miR-182-PKR axis is responsible for suppressing autocrine IFN-β signaling. Kinetically, we observed that miR-182 appears to be induced at a later time than IFN-β during osteoclastogenesis. Thus, in order for osteoclastogenesis to proceed smoothly, RANKL induces a key positive regulator miR-182 to specifically tune down a negative pathway mediated by IFN-β that is activated at the early stage of differentiation. These findings add a new regulatory circuit orchestrated by miR-182 to the positive and negative regulatory network of osteoclastogenesis (Fig. 6g). Overexpression of miR-182 enables RANKL to induce efficient osteoclast differentiation at lower concentrations with approximately 25–50% of those used in the control cell cultures (Supplementary Fig. 2d). On the other hand, much higher concentrations of RANKL are required to induce osteoclastogenesis in the miR-182 deficient cells (Supplementary Fig. 1). These results support the finding that miR-182 functions as a RANKL-inducible feed forward regulator to promote osteoclast differentiation. This regulatory mechanism is a part of downstream signaling cascades of RANKL. Although the strategies of direct blocking RANK receptor or neutralizing RANKL are very effective in inhibition of osteoclastogenesis, they could strongly or completely shut off osteoclastogenic program, leading to potential long-term side effects, such as inhibition of osteoclast-mediated bone remodeling. It is thus beneficial to develop complementary approaches to control abnormal osteoclastogenesis in disease conditions. Pathological scenarios, such as inflammatory conditions in RA, can activate the miR-182-PKR pathway in synergy with RANKL to promote osteoclast differentiation. Therefore, appropriate regulation of miR-182-PKR axis provides alternative possibilities to fine tune osteoclastogenesis instead of complete shutting off differentiation program in disease settings. Indeed, the data from our therapeutic models show that the pharmacological inhibition of miR-182 suppresses excessive osteoclasogenesis, but does not completely block the differentiation and bone remodeling. Our findings provide new insights into mechanisms that control the balance between positive and negative pathways that determine the extent of osteoclastogenesis and identify new therapeutic targets for inhibition of pathologic bone resorption.

Despite a significant progress in miRNA therapeutics, only a small number of miRNA mimics or inhibitors have entered clinical development^15,16^. One challenge is the design of miRNA delivery approaches that can ideally make the miRNA-based drugs stable and enable tissue-specific targeting, meanwhile minimizing potential toxicities and off-target effects. Naked small RNA molecules are easily degradable. Chemical modification of the nucleotide backbone of miRNA mimics or inhibitors, such as modification with locked nucleic acid (LNA), have improved their binding affinity and stability^15^. In our studies, the miR-182 inhibitor has LNA modification. The initial preliminary results, however, showed that a large amount of the miR-182 inhibitors (~1 mg daily) was required to suppress osteoclastogenesis in vivo, indicating a delivery vehicle is necessary to reduce amount. Indeed, recent in vivo delivery technologies, including nanoparticle systems, have enabled the first generation of miRNA-based agents to move into the preclinical development and clinic trials^15,16^. CH is a cationic polymer derived from chitin and has been extensively used for small RNA delivery in preclinical studies due to its biodegradability and low cellular toxicity. We applied CH-nanoparticles to incorporate miR-182 inhibitors and reduced approximately 600 times of the amount of miR-182 inhibitors to 5 µg every 3 days to suppress osteoclastogenesis, and this small amount of miR-182 inhibitors showed efficient suppression of miR-182 expression in bone marrow (Supplementary Fig. 8e). The low amount of miR-182 inhibitors using CH delivery system not only functions efficiently but also could lower off-targeting effect and cellular toxicity. CH is FDA-approved safe for wound dressing and dietary use, and there are several animal toxicity studies, including our results, reporting good safety in vivo^62^. Nonetheless, future studies in preclinical and clinical development need further optimization of the delivery system to eventually achieve a successful clinical application. The nanoparticle formula decides the particle size and weight that usually delicately determine the specificity of targeting certain cells^49,50^. For example, the CH formula used in this study facilitates targeting monocytes/macrophages and bone marrow. While our data from in vitro and in vivo experiments illustrate the inhibition of osteoclastogenesis and bone resorption by the miR-182 inhibitor, we are aware of the possibility that the miRNA inhibitor-containing nanoparticles might also target additional cells in vivo. Therefore, further analyses of other potential cellular targets of this miRNA inhibitor during long-term treatment in vivo as well as development of more osteoclast-specific targeting delivery approaches should be conducted when developing clinical therapeutic applications.

Our results show that miR-182 functions as a key osteoclastogenic factor in human osteoclastogenesis as well. The regulatory pattern of the expression changes of the miR-182-PKR-IFN-β axis along with osteoclastogenesis in mice is similarly determined in human cells, indicating that the miR-182-mediated mechanisms are likely to translate to human physiopathology. The positive correlation between miR-182 expression levels and the osteoclastogenic extent in humans also suggests a possibility of miR-182 as a clinical biomarker of osteoclastogenesis, which will require validation by large-scale cohort studies. Taken together of the genetic evidence from both in vitro and in vivo systems, strong correlation between miR-182 expression levels and osteoclastogenic potential in RA, and the in vivo pharmacological results obtained from animal disease models, our study provides a proof of concept for the efficacy of therapeutic targeting of miR-182 to prevent bone loss and highlights the translational implications of targeting miR-182 and its downstream targets in treating osteolytic diseases.

## Methods

### Animal study and analysis of bone phenotype

We generated mice with myeloid-specific deletion of miR-182 by crossing *Mir182*^*flox/flox*^ mice^30^ with mice with a lysozyme M promoter-driven Cre transgene on the C57BL/6 background (known as *LysMcre*; The Jackson Laboratory). Gender- and age-matched *Mir182*^*flox/flox*^*LysMcre*(+) mice (referred to as *Mir182*^*ΔM/ΔM*^) and their littermates with *Mir182*^*+/+*^*LysMcre*(+) genotype as WT controls were used for experiments. Myeloid-specific miR-182 overexpression mice (referred to as *Mir182*^*mTg*^) were generated by crossing *LSL(LoxP-Stop-LoxP)–Mir182* mice^30^, in which the mouse *Mir182* cDNA was knocked into the ubiquitously expressed *Rosa26* locus preceded by a *STOP* fragment flanked by *loxP* sites, and Cre activates miR-182 overexpression, with *LysMcre* on the C57BL/6 background (The Jackson Laboratory). Gender- and age-matched *Mir182*^*mTg*^ mice and their littermates *LysMcre* mice as controls (referred to as Control) were used. *Eif2ak2* (encoding Pkr) knockout mice (referred to as *Pkr*^*−/−*^) were described previously^63^. The bone marrow isolated from gender- and age-matched *Pkr*^*−/−*^ and WT *Pkr*^*+/+*^ were used in the experiments. All animal procedures were approved by the Hospital for Special Surgery Institutional Animal Care and Use Committee (IACUC), and Weill Cornell Medical College IACUC.

Bilateral OVX or sham operation (Sham) was performed on 10-week-old female mice. The mice were sacrificed 5 weeks after surgery, uterine atrophy was first confirmed and then bones were collected for µCT and histological analysis.

For inflammatory osteolysis experiments, we used the established LPS-induced or TNF-induced supracalvarial osteolysis mouse model^42–46^ with minor modifications. LPS was administrated at the dose of 12.5 mg/kg weight to the calvarial periosteum of age and gender-matched mice. Five days after LPS injection, the mice were sacrificed and the calvarial bones and serum were collected. For TNF-induced supracalvarial osteolysis model, TNF-α was administrated daily at the dose of 75 µg/kg to the calvarial periosteum of age and gender-matched mice for five consecutive days before the mice were sacrificed. The calvarial bones were subjected to µCT analysis, sectioning, TRAP staining, and histological analysis.

For Inflammatory arthritis experiments, we used K/BxN Serum Transfer-Induced Arthritis model^47^. K/BxN serum pools were prepared, and arthritis was induced by intraperitoneal injection of 100 µl of K/BxN serum to the female mice on days 0 and 2. The development of arthritis was monitored by measuring the thickness of wrist and ankle joints with digital slide caliper (Bel-Art Products). For each animal, joint thickness was calculated as the sum of the measurements of both wrists and both ankles. Joint thickness was represented as the average for each group. Mice were sacrificed on day 10 and serum and paws were collected. Hind paws were subjected to sectioning, TRAP staining, and histological analysis.

For in vivo miR-182 inhibitor delivery, we used CH-nanoparticles as a delivery vehicle^20^. The control or miR-182 inhibitor-carrying CH-nanoparticles were delivered by intravenous injections at 5 µg (in 100 µl PBS) per mouse, with twice a week for 5 weeks starting from 3 days after surgery for OVX models or on day 2, 4, 6, 8 for arthritis models. µCT analysis was conducted to evaluate bone volume and 3D bone architecture using a Scanco µCT-35 scanner (SCANCOMedical). Mice femora were fixed in 10% buffered formalin and scanned at 6 µm resolution. Proximal femoral trabecular bone parameters or the cortical bone parameters obtained from the midshaft of femurs were analyzed using Scanco software according to the manufacturer’s instructions and the American Society of Bone and Mineral Research (ASBMR) guidelines^43,64^. Femur and calvarial bones were subjected to sectioning, TRAP staining and histological analysis. For dynamic histomorphometric measures of bone formation, calcein (25 mg/kg, Sigma) was injected into mice intraperitoneally at 4 and 1 days before sacrifice to obtain double labeling of newly formed bones. The non-decalcified tibiae bones were embedded in methyl methacrylate. Sections measuring 5-μm thick were cut on a microtome (Leica RM2255, Leica Microsystems, Germany). For static histomorphometric measures of osteoblast parameters, undecalcified sections of the tibiae were stained using Masson-Goldner staining kit (MilliporeSigma). The osteomeasure software was used for bone histomorphometry using standard procedures according to the program’s instruction.

### General experimental design

Generally, sample sizes were calculated on the assumption that a 20–30% difference in the parameters measured would be considered biologically significant with an estimate of sigma of 10–20% of the expected mean (*α* set at 0.05). For each in vivo experiment, at least five mice per genotype or per treatment condition were used. No animals were excluded from the analysis. Experimental animals were grouped according to their genotypes. Within the same genotype group in each experiment, the mice were randomized to different procedures, such as Sham vs. OVX, or to different treatments, such as PBS vs. cytokine treatment, control nanoparticles vs. miR-182 inhibitor nanoparticles. Investigators performing μCT or histomorphometry analysis were blinded to the genotype and treatment group of each sample.

### Reagents

Murine or human M-CSF, murine or human TNF-α, and soluble human RANKL were purchased from PeproTech. In vivo mouse miR-182 inhibitor and its in vivo corresponding control, *Eif2ak2* LNA, *Ifnb1* LNA, and negative-control LNA were purchased from Exiqon. Human miR-182 inhibitor and its control were purchased from Ambion. mirVana^™^ miRNA miR-182 mimic and its corresponding negative control (Cat # 4464058) were purchased from Life Technologies. Mouse rIFN-β was obtained from PBL Technology. IFN-β-neutralizing antibody (rabbit polyclonal antibody against mouse IFN-β) was from PBL Technology and the control IgG (rabbit) was obtained from Santa Cruz Biotechnology. The miR-182 inhibitor (5′-TTCTACCATTGCCAA-3′) or the corresponding control (5′-ACGTCTATACGCCCA-3′) (HPLC purified, Exiqon) was packaged into CH-nanoparticles^20^. The miR-182 inhibitor and its control obtained from Exiqon have fully phosphorothioate (PS)-modified backbones, which enhances stability, pharmacokinetic and pharmacodynamic properties in vivo (http://ipaper.ipapercms.dk/EXIQON/Marketing/guidelines/analyzing-rna-function-in-animal-models/).

### Cell culture

To obtain BMMs, mouse bone marrow cells were harvested from tibiae and femora of age and gender-matched mutant and control mice and cultured for 3 days in α-MEM medium (Thermo Fisher Scientific) with 10% fetal bovine serum (FBS) (Atlanta Biologicals), glutamine (2.4 mM, Thermo Fisher Scientific), Penicillin–Streptomycin (Thermo Fisher Scientific) and CMG14–12 supernatant (condition medium, CM), which contained the equivalent of 20 ng/ml of rM-CSF and was used as a source of M-CSF^43^. The attached BMMs were scraped, seeded at a density of 4.5 × 10^4^/cm^2^, and cultured in α-MEM medium with 10% FBS, 1% glutamine and CM for overnight. Except where stated, the cells were then treated without or with optimized concentrations of RANKL (40 ng/ml) or TNF-α (40 ng/ml) in the presence of CM for times indicated in the figure legends. Culture media were exchanged every three days. For human osteoclast cultures, PBMCs from whole blood of healthy volunteers or RA patients were isolated by density gradient centrifugation using Ficoll (Invitrogen Life Technologies, Carlsbad, CA). CD14(+) cells were purified from fresh PBMCs using anti-CD14 magnetic beads (Miltenyi Biotec, Auburn, CA) as recommended by the manufacturer. Human CD14(+) monocytes were cultured in α-MEM medium with 10% FBS in the presence of M-CSF (20 ng/ml; PeproTech, Rocky Hill, NJ) for 2 days to obtain monocyte-derived macrophages, which were further cultured with RANKL for osteoclast differentiation. The RA CD14(+) PBMCs were from RA patients (age ≥18 and <70 years) who fulfilled American College of Rheumatology (ACR) 2010 RA classification criteria with disease duration <5 years and were under TNFi therapy for the first time (Enbrel, 25 mg weekly). Experiments with human cells were approved by Nanfang Hospital (China) and the Hospital for Special Surgery (USA) Institutional Review Board. Informed consent (PBMC collection) was obtained from all RA patients. TRAP staining was performed with an acid phosphatase leukocyte diagnostic kit (Sigma-Aldrich) in accordance with the manufacturer’s instructions. Human embryonic kidney 293 cells were purchased from the American Type Culture Collection. HEK293 cells were grown in Dulbecco’s modified Eagle’s media with 10% FBS. The cell line was routinely tested for mycoplasma contamination.

### In vitro inhibition of miRNAs and gene silencing

miRNA inhibitors specifically targeting *hsa-mir-182* or non-targeting control oligos (Ambion) were transfected into primary human CD14(+) monocytes at concentrations of 40 nM with the Amaxa Nucleofector device set to program Y-001 using the Human Monocyte Nucleofector kit (Lonza). Antisense inhibition using locked nucleic acid (LNA) technology from Exiqon was applied to silence gene expression in vitro. LNA oligonucleotides specifically targeting *Eif2ak2* and non-targeting control LNAs were from Exiqon and were transfected into murine BMMs at concentrations of 40 nM using TransIT-TKO transfection reagent (Mirus) in accordance with the manufacturer’s instructions.

### Reverse transcription and real-time PCR

DNA-free RNA was obtained with the RNeasy MiniKit (Qiagen, Valencia, CA) with DNase treatment, and 1 µg of total RNA was reverse-transcribed with random hexamers and MMLV-Reverse Transcriptase (Thermo Fisher Scientific) according to the manufacturer’s instructions. Real-time PCR was done in triplicate with the QuantStudio 5 Real-time PCR system and Fast SYBR^®^ Green Master Mix (Thermo Fisher Scientific) with 500 nM primers. mRNA amounts were normalized relative to glyceraldehyde-3-phosphate dehydrogenase (GAPDH) mRNA. When RT was omitted, threshold cycle number increased by at least ten, signifying lack of genomic DNA contamination or nonspecific amplification; the generation of only the correct size amplification products was confirmed with agarose gel electrophoresis. The primers for real-time PCR were as follows: *Nfatc1*: 5′-CCCGTCACATTCTGGTCCAT-3′ and 5′-CAAGTAACCGTGTAGCTCCACAA-3′; *Prdm1*: 5′-TTCTTGTGTGGTATTGTCGGGACTT-3′ and 5′-TTGGGGACACTCTTTGGGTAGAGTT-3′; Acp5: 5′-ACGGCTACTTGCGGTTTC-3′ and 5′-TCCTTGGGAGGCTGGTC-3′; *Ctsk*: 5′-AAGATATTGGTGGCTTTGG-3′ and 5′-ATCGCTGCGTCCCTCT-3′; *Itgb3*: 5′-CCGGGGGACTTAATGAGACCACTT-3′ and 5′-ACGCCCCAAATCCCACCCATACA-3′; *Dc-stamp*: 5′-TTTGCCGCTGTGGACTATCTGC-3′ and 5′-AGACGTGGTTTAGGAATGCAGCTC-3′; *Pkr*: 5′-AACCCGGTGCCTCTTTATTC-3′ and 5′-ACTCCGGTCACGATTTGTTC-3′; *Ifnb1*: 5′-TTACACTGCCTTTGCCATCC-3′ and 5′-AGAAACACTGTCTGCTGGTG-3′; *Mx1:* 5′-GGCAGACACCACATACAACC-3′ and 5′- CCTCAGGCTAGATGGCAAG-3′; *Ifit1*: 5′-CTCCACTTTCAGAGCCTTCG-3′ and 5′-TGCTGAGATGGACTGTGAGG-3′; *Irf7*: 5′-GTCTCGGCTTGTGCTTGTCT-3′ and 5′-CCAGGTCCATGAGGAAGTGT-3′; and *Gapdh*: 5′-ATCAAGAAGGTGGTGAAGCA-3′and 5′-AGACAACCTGGTCCTCAGTGT-3′; *NFATC1:* 5′-AAAGACGCAGAAACGACG-3′ and 5′-TCTCACTAACGGGACATCAC-3′; *PRDM1:* 5′- TCTTGTGTGGTATTGTCGGGA-3′ and 5′-TGCTCGGTTGCTTTAGACTGC-3′; *CALCR:* 5′- CTGAAGCTTGAGCGCCTGAGTC-3′ and 5′-TGGGGTTGGGTGATTTAGAAGAAG-3′; *ITGB3:* 5′- GGAAGAACGCGCCAGAGCAAAATG-3′ and 5′-CCCCAAATCCCTCCCCACAAATAC-3′; *EIF2AK2*: 5′-AATGCCGCAGCCAAATTAGC-3′ and 5′-AGGCCTATGTAATTCCCCATGG-3′; *IFNB1*: 5′- AGAAGCTCCTGTGGCAATTG-3′ and 5′- ACTGCTGCAGCTGCTTAATC-3′; *GAPDH*: 5′-ATCAAGAAGGTGGTGAAGCA-3′ and 5′- GTCGCTGTTGAAGTCAGAGGA-3′.

For quantification of miRNA, total RNA was isolated, and the small RNA fraction was enriched with the mirVana miRNA Isolation Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. For quantitative RT-PCR analysis of miRNA, cDNA was prepared from small RNAs with the TaqMan miRNA Reverse Transcription Kit (Thermo Fisher Scientific). TaqMan miRNA assays were used according to the manufacturer’s recommendations (Thermo Fisher Scientific) for real-time PCR. The TaqMan U6 snRNA assay (Thermo Fisher Scientific) was used for normalization of miRNA expression values.

### Immunoblot analysis

Total cell extracts were obtained using lysis buffer containing 150 mM Tris-HCl (pH 6.8), 6% SDS, 30% glycerol, and 0.03% Bromophenol Blue; 10% 2-ME was added immediately before harvesting cells. Cell lysates were fractionated on 7.5% SDS-PAGE, transferred to Immobilon-P membranes (Millipore), and incubated with specific antibodies. Western Lightning plus-ECL (PerkinElmer) was used for detection. NFATc1 antibody (556602, 1:1000) was from BD Biosciences; Blimp1 (sc-47732, 1:1000), PKR (sc-6282, 1:1000), GAPDH (sc-25778, 1:3000), and p38α (sc-535, 1:3000) antibodies were from Santa Cruz Biotechnology. Densitometry was performed using ImageJ software (http://imagej.nih.gov/ij/). The uncropped scans of the western blots are provided in the Supplementary information.

### RNA-seq and bioinformatics analysis

Total RNA was extracted using RNeasy Mini Kit (QIAGEN) following the manufacturer’s instructions. True-seq RNA Library preparation kits (Illumina) were used to purify poly-A + transcripts and generate libraries with multiplexed barcode adapters following the manufacturer’s instructions. All samples passed quality control analysis using a Bioanalyzer 2100 (Agilent). RNA-seq libraries were constructed per the Illumina TrueSeq RNA sample preparation kit. High-throughput sequencing was performed using the Illumina HiSeq 4000 in the Weill Cornell Medical College Genomics Resources Core Facility. RNA-seq reads were aligned to the mouse genome (mm10) using TopHat^65^ or HISAT2^66^. Cufflinks^67^ was subsequently used to assemble the aligned reads into transcripts and then estimate the transcript abundances as RPKM (reads per kilo base per million) values. HT-seq^68^ was used to calculate raw reads counts and edgeR^69^ was used to calculate normalized counts as CPM (counts per million). Mapped reads were at an average of 39 million per library. 

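In the deposited files, the reads counted on genes were 28246201 per library on average over the 12 libraries, with a median of 27406926 and a range from 24951280 to 33050619. Mapped reads that do not fall on a listed gene are not in the files. All CPM values and tests use the reads counted on genes.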

Heatmaps were generated by pheatmap package in R. Genes with false discovery rate (FDR) < 0.05 were identified as significantly differentially expressed genes (DEG) between conditions using the edgeR analysis of two RNA-seq biological replicates. To identify miR-182 regulated pathways, we performed Gene Ontology (GO) analysis with Panther Classification System^70^ input with the RANKL-regulated DEG genes that were more expressed in *Mir182*^*ΔM/ΔM*^ cells than WT cells (≥1.5 fold). miR-182 regulated pathways by the GO analysis were ranked based on the *p* values. Gene Set Enrichment Analysis (GSEA program, Broad Institute) input with the RANKL-regulated DEG genes was performed according to the program’s instructions. Hallmark pathways by GSEA were ranked based on the normalized enrichment score (NES). *p* and FDR values were calculated following the program’s instructions.

### ELISA

Mouse serum IFN-β was measured by using VeriKine-HS Mouse Interferon Beta Serum ELISA Kit (PBL Assay Science) according to the manufacturer’s instruction.

### Luciferase reporter assay

A 479 bp DNA fragment of the 3′ UTR of *Eif2ak2* containing the miR-182 seed sequence was cloned into the pMIR-REPORT miRNA Expression Reporter Vector (AM5795, ThermoFisher). The miR-182 seed sequence was mutated using PrimeSTAR MAX DNA polymerase (Takara BIO) to generate a mutant 3′UTR reporter plasmid with miss-matched miR-182 binding site. The 3′ UTR reporters were co-transfected to human embryonic kidney 293 cells with CMV-renilla luciferase reporter (as an internal transfection control), together with miR-182 mimic or a corresponding control using TransIT-TKO transfection reagent (Mirus) in accordance with the manufacturer’s instructions. Forty-eight hours after transfection, the cells were lysed with passive lysis buffer (Promega), and firefly and renilla luciferase activities were measured using the dual-luciferase reporter assay system (Promega).

### Statistical analysis

Statistical analysis was performed using Graphpad Prism^®^ software. Two-tailed Student’s *t* test was applied when there were only two groups of samples. In the case of more than two groups of samples, one-way ANOVA was used with one condition, and two-way ANOVA was used with more than two conditions. ANOVA analysis was followed by post hoc Bonferroni’s correction for multiple comparisons. *p* < 0.05 was taken as statistically significant; ^*^p value < 0.05 and ^**^p value < 0.01. The data displayed normal distribution. The estimated variance was similar between experimental groups. Data are presented as the mean ± SD or ± SEM as indicated in the figure legends.

## Electronic supplementary material

Supplementary Information

Peer Review File

## Data Availability

Data supporting the findings of this manuscript are available from the corresponding author upon reasonable request. RNA-seq data (accession #GSE108721) have been deposited in NCBI’s Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108721).

How the deposited data were processed for this re-analysis (not part of the article)

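The data are RNA-seq values of BMMs from mice in 2 experiments. The loss of function experiment has WT and *Mir182* ΔM/ΔM cells, each without RANKL and after RANKL at 40 ng per ml for 5 days. The gain of function experiment has Control and *Mir182* mTg BMMs without RANKL. Each of the 6 conditions has 2 replicates, 12 libraries in all, and samples were assigned to conditions and replicate numbers from their labels. According to the methods, the authors made poly-A+ libraries, aligned reads to mm10 with TopHat or HISAT2, computed RPKM with Cufflinks, counted reads per gene with HT-seq and computed CPM with edgeR.

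For the 8 loss of function samples the authors deposited CPM, which edgeR makes by dividing each count by the total of all genes. Each CPM column sums to 1000000 and its values are whole multiples of the value of 1 read, so no TMM factor is in them. For the 4 gain of function samples the authors deposited the raw count of reads per gene from HT-seq. For replicate 1 of every condition the deposited files also hold RPKM, which is the CPM divided by one fixed length per gene in kilobases. All 12 files list the same 24421 genes, of which 27 names had been turned into dates. Of these genes, 23376 were found by name in the GENCODE vM21 annotation of GRCm38, the build also called mm10, and 19549 had an annotated 3′ UTR. Coordinates are from that annotation and count from 1.

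The reads counted on genes were 28246201 per library on average, from 24951280 to 33050619. A value made from 3 reads is between 0.0908 and 0.120 CPM, and lower values were not interpreted. Values of single genes are given as the mean with the SD of the 2 replicates.

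The design written before the processed files were seen took edgeR for counts and limma for CPM, and the loss of function files turned out to hold CPM. Those were tested with limma (version 3.58.1, lmFit and eBayes with a trend) on log2(CPM + 1) of the 11691 genes with at least 1 CPM in at least 2 of the 8 samples, in one fit with 4 groups. The tests of edgeR were not run on the read numbers recovered from the CPM. The contrasts were *Mir182* ΔM/ΔM against WT after RANKL, *Mir182* ΔM/ΔM against WT at baseline, RANKL against baseline in each genotype, and the genotype by RANKL interaction. The gain of function counts were tested with edgeR (version 4.0.16, TMM, filterByExpr, quasi-likelihood test) on 12081 genes. The standard error given for an edgeR fold change is its absolute value divided by the square root of the F statistic. P-values were adjusted by the Benjamini-Hochberg method over the genes of each contrast, with a threshold of 0.05. Counts of genes use a further cut on the fold change of 1.5 for the genotypes after RANKL and 1.2 at baseline, the cuts that the paper gives, and none for the responses to RANKL and the interaction.

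The 12 osteoclast genes and the 52 IFN response genes were read from Fig. 4a and Fig. 4d. Gene sets were tested with limma's camera on the mouse Reactome sets that come with fgsea (version 1.28.0), with an inter-gene correlation of 0.01. Overlaps of gene lists were tested with Fisher's exact test. Sites for miR-182 are TGCCAAA in any annotated 3′ UTR of a gene, and genes with and without a site were compared by 100000 permutations over genes. Single genes named in the text follow a rule written before the files were seen. They are the genes the paper names, the genes of the list shared by both experiments if it has 30 or fewer, and for each genotype comparison the 3 genes with the largest change in each direction. The last had to pass both cuts, to change the same way in both replicates and to reach at least 5 CPM in the higher group. Other single genes appear only as checks of the samples.

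The scripts were tested on simulated data in which 200 genes changed by a log2 fold change of 1. limma and edgeR recovered 100% of them, and 5.21% and 1.96% of the genes called were false. The simulation had no batch difference between replicates, and its changed genes all had at least 200 reads in every real sample. It therefore does not show how sensitive the tests are in these data. The alternatives written before the files were seen were no filter on low values, a stricter filter, another pseudocount, quantile or upper-quartile normalization, DESeq2 (version 1.42.0) and edgeR's exact test for the counts, the replicate number as a block, the samples of a contrast alone, no fold change cut, other definitions of a site, and each sample left out in turn. For the genes lower in *Mir182* mTg BMMs the replicate block gave 371 against 19 without it. The alternatives with TMM factors for the CPM, with and without the block, and the site comparisons with each sample left out were added after the data were seen. Treating absent genes as 0 had no effect to test, since all files list the same genes.

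Left out were the 27 names turned into dates where a gene had to be identified. The gene sets of Panther and GSEA and the published target database are not in the files analysed here. With 2 samples per condition, other groupings of the samples were not tested for any contrast. The software was R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.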

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

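The response to RANKL differed between WT and *Mir182* ΔM/ΔM cells. The interaction term of the limma fit passed the adjusted p-value for 2875 genes and for 43 of the 52 IFN response genes of Fig. 4d, whose response was higher in *Mir182* ΔM/ΔM cells in all 52. Both were flagged as a difference between groups in the response to the same treatment. They rest on 2 samples per condition. One explanation tested was that the WT RANKL samples alone are different in origin. These samples are left out when *Mir182* ΔM/ΔM RANKL is taken against *Mir182* ΔM/ΔM basal, where 45 of the 52 genes were higher by the adjusted p-value. That shows a rise within *Mir182* ΔM/ΔM cells. It cannot decide whether the origin of the WT RANKL samples adds to the difference between genotypes after RANKL. Another explanation was the composition of the CPM, and with TMM factors 52 of the 52 genes were higher in *Mir182* ΔM/ΔM than in WT cells after RANKL. The composition thus does not account for the higher level in *Mir182* ΔM/ΔM RANKL samples. The interaction itself includes the WT RANKL samples, and the origin of these samples, described next, remains open. The predictions for these tests were written after the result was seen.

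*Lyz2* was flagged as a signal in genes the paper does not discuss. On chromosome 10 from 117277331 to 117282321, it was at 4202.59 ± 121 CPM (SD, n = 2) in WT RANKL and at 41.9 ± 2.97 CPM in WT basal. It was at 32.9 ± 2.38 CPM in *Mir182* ΔM/ΔM basal and 23.2 ± 1.04 CPM in *Mir182* ΔM/ΔM RANKL samples, and at 6198.84 CPM in Control and 6699.76 CPM in *Mir182* mTg BMMs. If RANKL raised it, samples without RANKL would be low, but Control BMMs were higher than WT basal by 7.17491 on the log2 scale and differed from WT RANKL by 0.558. A swap of WT RANKL with a sample without RANKL is at odds with the 12 osteoclast genes, which were 5.98 higher on the log2 scale in WT RANKL than in WT basal. The sex of the mice is the same as far as *Xist* shows, with at most 0.250633 CPM in the 12 samples. Reads shared with the paralog *Lyz1* would cancel in the sum of both genes, which was still 59.3 times higher in WT RANKL than in WT basal.

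A strain or Cre-locus difference between the mice remains. Of the 10 ways to divide the 6 conditions into 3 and 3, the division of WT RANKL, Control and *Mir182* mTg from WT basal and both *Mir182* ΔM/ΔM conditions had 3 genes that separate the sides by at least 16 times, *Lyz2*, *Ifi202b* and *Hal*, and 8 genes at 4 times. The other 9 divisions had 0 genes at 16 times and at most 1 at 4 times. A candidate explanation is that the mice of the WT RANKL samples carry other alleles at some loci than those of the WT basal samples, although the labels give the same genotype and strain. This is a hypothesis from the same data in which it was seen, its predictions were written afterwards, and sequence reads are not in the files analysed here. If it holds, differences between WT RANKL and any of the other 3 loss of function conditions may include some from the mice, such as *Ifi202b* among the genes higher in *Mir182* ΔM/ΔM cells after RANKL. No biological explanation of the *Lyz2* values was left that the design could test.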

How the results depend on the processing

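Of 22 headline results, 7 kept their outcome under every alternative, meaning that a tested value kept its direction and its side of the threshold and a count stayed within 1.5 times the main count. Their values still moved within these limits. They are the genes raised by RANKL in WT cells (4741, from 3333 with TMM factors to 6177 with the replicate block), those raised (3555, from 2859 to 4997) and lowered (3081, from 2533 to 4593) by RANKL in *Mir182* ΔM/ΔM cells, the osteoclast genes (12, and 8 with the stricter filter) and the IFN response genes after RANKL (51, from 47 to 52), *Eif2ak2* after RANKL and the Reactome interferon alpha/beta set. Over the 314 alternatives of headline results, 234 gave the same outcome, 9 were weaker, 7 stronger, 62 moved and 2 reversed. Over the 502 alternatives of 54 results for single named genes, 466 gave the same outcome, 29 were weaker and 7 stronger. The alternatives with TMM factors and the site comparisons without single samples were chosen after seeing the data, and the others before the processed files arrived.

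The replicate block takes the difference between the library batches out of the error. Its p-values rely on the replicates being separate cultures, which the values cannot decide. With it, 1000 genes were higher and 560 lower in *Mir182* ΔM/ΔM than in WT BMMs at baseline (317 and 129 in the main fit), 6889 had a genotype by RANKL interaction (2875), 371 were lower and 401 higher in *Mir182* mTg BMMs (19 and 12), and 97 were shared (8). *Eif2ak2* in *Mir182* mTg BMMs passed, at −0.632664. With TMM factors and the block these were 924 and 640 at baseline, 6040 for the interaction and 94 for the shared genes, with 4743 genes lowered by RANKL in WT cells (2571).

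Taking only the samples of a contrast leaves fewer samples to estimate the spread. At baseline it gave 71 genes higher and 31 lower in *Mir182* ΔM/ΔM BMMs and 3 shared genes, and *Eif2ak2* (log2 fold change 0.546351) no longer passed. It did not pass without a filter either (0.546351), as more genes enter the adjustment. Without the fold change cut, 1668 genes were higher and 3607 lower in *Mir182* ΔM/ΔM cells after RANKL (841 and 1768).

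For the counts, the quasi-likelihood test allows for the uncertainty of the dispersion with 2 replicates and the other tests less so. DESeq2 gave 69 genes lower and 60 higher in *Mir182* mTg BMMs and 21 shared genes, edgeR's exact test gave 130, 130 and 24, and no filter gave 71, 70 and 17. Upper-quartile normalization gave 4 shared genes. *Eif2ak2* in *Mir182* mTg BMMs passed with DESeq2 (−0.636192), the exact test (−0.632536) and no filter (−0.630213).

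Across the fits that each left out one sample, the genes higher in *Mir182* ΔM/ΔM BMMs at baseline went from 69 to 212 and those lower from 28 to 81. The genes lower in *Mir182* mTg BMMs went from 24 to 81, those higher from 31 to 85, and the shared genes from 3 to 18. The log2 fold change of *Eif2ak2* went from 0.426646 to 0.666055 in *Mir182* ΔM/ΔM BMMs and from −0.689517 to −0.572711 in *Mir182* mTg BMMs. A single sample in a group takes its batch with it, which can raise or lower these numbers.

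The mean log2 fold change of genes with a miR-182 site minus that of other genes in *Mir182* ΔM/ΔM BMMs at baseline, 0.00875286 in the main fit, went from −0.0144287 to 0.029579 and also reversed at −0.00782651 without replicate 1 of *Mir182* ΔM/ΔM basal. In *Mir182* mTg BMMs it went from −0.0394618 to −0.00578147 over the fits that each left out one sample. With the 8mer only it was −0.0395809 in *Mir182* mTg BMMs, against −0.0177348 in the main fit. These shifts are as large as the differences themselves. The number of IFN response genes with a site fell from 10 to 1 with the 8mer only.

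The lowest correlation between replicates was 0.852671 on the linear scale, 0.992803 with genes of at least 1 CPM, 0.997087 with a pseudocount of 0.1 and 0.977671 by Spearman's method. Genes near 0 raise it on the log scale and a few genes with many reads set it on the linear scale. Depth limits *Ifnb1*, which was too low to test.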

Differences from the paper's values

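The paper gives 0.986 as a lower bound of Pearson's R between replicates, and the lowest value on log2(CPM + 1), 0.998099, lies within it. So do 0.997087 for a pseudocount of 0.1 and 0.992803 for genes of at least 1 CPM. Below it were 0.977671 for Spearman's correlation and 0.852671 on the linear scale. None of these alternatives, set before the files arrived, gave 0.986 itself as the lowest value.

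The paper counts 24 genes upregulated with miR-182 deficiency and suppressed with its overexpression, and the main tests gave 8. Of the alternatives set before the files arrived, edgeR's exact test gave 24, DESeq2 gave 21, no filter on low counts gave 17 and the fit without replicate 2 of Control gave 18, all within the difference allowed. The others did not close the gap. They gave 97 with the replicate block, 15 and 13 without replicate 1 of Control and of *Mir182* mTg, and between 3 and 8 in the rest. The list of 24 genes from the exact test includes *Eif2ak2*, *Gpatch2* and *Jazf1* and not *Elovl6*. Its loss of function side came from limma on the CPM, while the paper used edgeR.

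The paper shows about 110 genes lower in *Mir182* mTg BMMs in Fig. 4e, read by eye, and the main test gave 19. Of the alternatives set before the files arrived, edgeR's exact test gave 130 and the fit without replicate 2 of Control gave 81, both within the difference allowed. The others did not close the gap, with 69 for DESeq2, 71 without a filter, 371 with the replicate block and between 13 and 52 for the rest.

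The paper places type I IFN response genes first among hallmark sets, by normalized enrichment score on genes regulated by RANKL. By camera p-value over all tested genes, interferon alpha/beta signaling ranked as number 123 of 811 Reactome sets and interferon signaling as number 10. Sets, genes and ranking differ, so the ranks cannot be compared directly. Both interferon sets had a larger mean log2 fold change (0.727 and 0.579) than the cell cycle sets ranked before number 10 (at most 0.234). The paper lists 4 genes as raised in *Mir182* ΔM/ΔM and lowered in *Mir182* mTg BMMs. The direction without RANKL was the same for all 4, but *Elovl6* did not pass in *Mir182* ΔM/ΔM BMMs (log2 fold change 0.543, limma adjusted p = 0.0968), and *Eif2ak2* and *Gpatch2* did not pass in *Mir182* mTg BMMs (−0.633 and −1.03, edgeR adjusted p = 0.0853 and 0.0946) in the main tests. Several alternatives set before the files arrived removed these differences. With the replicate block all 4 genes passed in both experiments, with adjusted p-values of 4.0e-05 from limma for *Elovl6* (log2 fold change 0.543) and 5.4e-09 and 4.1e-07 from edgeR for *Eif2ak2* (−0.633) and *Gpatch2* (−1.03). In *Mir182* mTg BMMs *Eif2ak2* and *Gpatch2* also passed with edgeR's exact test (adjusted p = 1.4e-05 and 2.4e-07), with DESeq2 (0.000236 and 1.7e-05) and without a filter (0.0169 and 0.00734). The paper shows lower *Itgb3* in *Mir182* ΔM/ΔM cells after RANKL by qPCR (Fig. 1c). In the RNA-seq data it was at 58.96 ± 1.15 CPM (SD, n = 2) in WT and 83.12 ± 0.753 CPM in *Mir182* ΔM/ΔM cells after RANKL, a log2 fold change of 0.489 (limma adjusted p = 0.00247).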

Other observations

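Replicates 1 and 2 differed in the same genes in every condition. *Rn45s* was between 10.8 and 18.8 times higher in replicate 2, *Mir6236* between 8.50 and 16.2 times and *Lars2* between 6.55 and 12.4 times. A difference between library batches in poly(A) selection, as the labels give poly-A RNA for replicate 1 and total RNA for replicate 2, would raise histone genes in replicate 2. The mean log2 ratio of 6 histone genes was 0.150922, and 3 of the 6 were higher in replicate 2. Gene length bias was tested by Spearman's correlation of the replicate ratio with gene length across genes, which was −0.23531. Both predictions were written before the results were seen. The histone genes give no sign of missing poly(A) selection in replicate 2. The correlation with length was below the size of 0.3 set in the prediction, but it is not 0, so a bias by gene length may be part of the difference. What else sets the batches apart remains open, and the design gives no biological explanation to test.

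Little variation was left after the replicate block. Whether both replicates came from the same cultures was tested by the mean chi-square per gene of the genotype by replicate interaction. It is 1 where only sampling noise is left. In the gain of function experiment it was 2.13988, so there was variation beyond sampling noise. For pairs of conditions of the loss of function experiment the same measure lay between 1.57873 and 2.62674. Separate libraries of the same cultures could also vary beyond sampling noise, so the test cannot decide this question.

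More genes were lower than higher in *Mir182* ΔM/ΔM cells after RANKL, 1768 against 841. With TMM factors the ratio of genes lower to genes higher was 1.07806, so the composition of the CPM is a candidate explanation of this asymmetry. The prediction was written after the result was seen.

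With the replicate block, 97 genes were higher in *Mir182* ΔM/ΔM and lower in *Mir182* mTg BMMs. Direct action of miR-182 through a 3′ UTR site would raise the share of genes with a site. Of the 89 with an annotated 3′ UTR, 14 had a site (15.7%), against 17.6% of 10585 other genes (Fisher's exact p = 0.779747). A shared interferon response was the other explanation tested, and 12 of the 97 were among the 52 IFN response genes of Fig. 4d, where 0.424 would be shared by chance (odds ratio 42.0, Fisher's exact p = 6.4e-15). The paper chose the 52 genes as enhanced in *Mir182* ΔM/ΔM cells of the same experiment, and 46 of them were higher at baseline. Part of the overlap is therefore built in, and the chance level is too low. Of the 12, *Eif2ak2* and *Ifih1* have a site themselves. That part of the shared list follows the IFN response and not a direct site is thus only a candidate explanation. This prediction was written after the list was seen, and that on sites before.

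The 52 IFN response genes also differed between WT basal and Control BMMs, which the labels give as LysMcre mice without a change in *Mir182*. The mean log2 difference, Control minus WT basal, was −0.546281, with 45 of the 52 genes lower in Control. *Mir182* ΔM/ΔM basal minus WT basal was 0.489864. WT RANKL minus Control was 0.291466, while WT RANKL minus WT basal was −0.255. The sign of the change in WT cells thus depends on which basal samples are taken. The 2 experiments were not compared with each other by a test, and a difference between experiments of the size of the genotype effect could be present. The prediction was written after the result was seen.

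Genes with a miR-182 site were compared with the other genes. In *Mir182* ΔM/ΔM BMMs at baseline the mean log2 fold change was 0.00875 higher for the 1954 genes with a site (permutation p = 0.139). Within quintiles of 3′ UTR length the permutation p was 0.552514, so no difference by site was seen and the role of UTR length could not be judged. In *Mir182* mTg BMMs the difference was −0.0177 (permutation p = 0.0164) and within quintiles of 3′ UTR length the permutation p was 0.00890991, so UTR length does not account for it. Leaving out replicate 2 of *Mir182* mTg gave a difference of −0.00578147, and leaving out replicate 1 of Control gave −0.0123452. It was −0.0394618 without replicate 2 of Control and −0.02977 without replicate 1 of *Mir182* mTg. The difference may thus rest on single samples. The 2 predictions on UTR length were written before the results were seen.

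A strain segment around the changed locus was tested as a source of the changed genes, with both predictions written before. Within 20 Mb of *Mir182* lay 7 of 428 genes changed in *Mir182* ΔM/ΔM BMMs and 120 of 10846 others (Fisher's exact p = 0.341949). Around *Gt(ROSA)26Sor*, taken as the site of the transgene, lay 1 of 31 genes changed in *Mir182* mTg BMMs and 176 of 11602 others (Fisher's exact p = 0.378686). Neither test shows more changed genes near the locus. Both used the lists of the main fits and not the longer lists with the replicate block, and 31 genes are few for such a test.

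*Mir182* had 79 and 123 reads in the *Mir182* mTg replicates and at most 1 read in any other sample. *Gt(ROSA)26Sor* was at 6.84 CPM in Control and 16.2 CPM in *Mir182* mTg BMMs. Of the osteoclast genes of Fig. 4a, 10 were tested in *Mir182* mTg BMMs without RANKL, 9 were higher than in Control and none passed without the replicate block, with the largest log2 fold change in *Ctsk* (1.14, edgeR adjusted p = 0.0558). With the block 5 of the 10 were higher by the adjusted p-value, among them *Ctsk* (1.14, edgeR adjusted p = 1.6e-06), *Atp6v0d2* (0.58, edgeR adjusted p = 4.8e-06) and *Acp5* (0.47, edgeR adjusted p = 0.00116). *Calcr* was at 9.387 ± 0.552 CPM (SD, n = 2) in WT and 9.373 ± 0.434 CPM in *Mir182* ΔM/ΔM cells after RANKL. *Gapdh* had few counted reads, between 1.596 and 3.191 CPM on average per condition. Reads that were not assigned to a gene cannot be seen here, so this does not show a low level of its mRNA. In WT cells *Eif2ak2* went from 111.9 ± 13.2 CPM at baseline to 85.26 ± 6.68 CPM after RANKL (log2 fold change −0.386, limma adjusted p = 0.0121), and in *Mir182* ΔM/ΔM cells from 163.5 ± 10.1 to 250.7 ± 6.19 CPM. The protein data on PKR in Fig. 5c are not in the files analysed here.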
